# Transcriptomic Response of the Diazotrophic Bacteria *Gluconacetobacter diazotrophicus* Strain PAL5 to Iron Limitation and Characterization of the *fur* Regulatory Network

**DOI:** 10.3390/ijms23158533

**Published:** 2022-08-01

**Authors:** Cleiton de Paula Soares, Michelle Zibetti Trada-Sfeir, Leonardo Araújo Terra, Jéssica de Paula Ferreira, Carlos Magno Dos-Santos, Izamara Gesiele Bezerra de Oliveira, Jean Luiz Simões Araújo, Carlos Henrique Salvino Gadelha Meneses, Emanuel Maltempi de Souza, José Ivo Baldani, Marcia Soares Vidal

**Keywords:** endophytic bacteria, plant growth-promoting bacteria, mRNA-Seq, *fur* regulon, iron homeostasis

## Abstract

*Gluconacetobacter diazotrophicus* has been the focus of several studies aiming to understand the mechanisms behind this endophytic diazotrophic bacterium. The present study is the first global analysis of the early transcriptional response of exponentially growing *G. diazotrophicus* to iron, an essential cofactor for many enzymes involved in various metabolic pathways. RNA-seq, targeted gene mutagenesis and computational motif discovery tools were used to define the *G. diazotrophicus* *fur* regulon. The data analysis showed that genes encoding functions related to iron homeostasis were significantly upregulated in response to iron limitations. Certain genes involved in secondary metabolism were overexpressed under iron-limited conditions. In contrast, it was observed that the expression of genes involved in Fe-S cluster biosynthesis, flagellar biosynthesis and type IV secretion systems were downregulated in an iron-depleted culture medium. Our results support a model that controls transcription in *G. diazotrophicus* by *fur* function. The *G. diazotrophicus* *fur* protein was able to complement an *E. coli* *fur* mutant. These results provide new insights into the effects of iron on the metabolism of *G. diazotrophicus*, as well as demonstrate the essentiality of this micronutrient for the main characteristics of plant growth promotion by *G. diazotrophicus*.

## 1. Introduction

Iron is an essential micronutrient for most microorganisms. However, it presents problems such as toxicity and solubility [1]. Iron bioavailability is low in cultivated soils, in the rhizosphere, as well as in plants; therefore, there is strong competition among microorganisms to fill these niches [2]. This evidence points toward iron as an important element in bacterial attachment, biofilm formation, competitive rhizosphere colonization, and colonization of host plant tissues [3,4,5,6].

*Gluconacetobacter diazotrophicus* species is a Gram-negative bacterium belonging to the α-proteobacteria, and its main feature is its capacity for biological nitrogen fixation (BNF). This bacterium was originally isolated from the stems and roots of different varieties of sugarcane [7]. In addition, its ability to colonize *Arabidopsis thaliana*, sorghum, sweet potato, pineapple, coffee, elephant grass and rice has been reported [8,9,10,11,12,13,14]. 

The benefits of *G. diazotrophicus* in promoting sugarcane growth opened the possibility of using this diazotrophic bacteria as a sugarcane inoculant. A new perspective on the study and exploration of this biotechnological potential is the result of the genome publication of this bacterium [15], which allowed a better understanding of the role played by this bacterium in the plant–bacteria interaction.

*G. diazotrophicus* iron homeostasis study is of interest for several reasons. First, iron is an important nutrient, serving as a cofactor for proteins involved in respiration, the tricarboxylic acid (TCA) cycle, enzyme catalysis, gene regulation, BNF and DNA biosynthesis, in addition to being essential for host tissue colonization [3,5,16]. Iron not only acts as a cofactor in *G. diazotrophicus*, but also as an important element for growth, nitrogenase activity and biofilm formation [17,18].

In many bacteria, the Ferric-uptake regulator (*fur*) is involved in the coordinated regulation of gene expression in response to iron availability. Fur utilizes Fe^2+^ as a cofactor, represses the expression of iron uptake and metabolism genes under iron sufficiency and causes downregulation in the absence of Fe^2+^ under conditions of iron restriction. Fur-Fe^2+^ also has been reported to be involved in the positive regulation of expression of genes involved in iron storage proteins, superoxide dismutase, and catalase [19]. 

In addition, ferric iron binding transcription factor XibR, which belongs to the NtrC family of proteins in *Xanthomonas campestris*, plays a dual role in iron metabolism, suppresses siderophore expression under iron-replete conditions, and positively regulates the expression of outer membrane receptors for iron/iron complex uptake [20]. Like *fur* and DtxR, IdeR binds iron and then interacts with a specific sequence in the operator regions of iron-regulated genes to control their transcription. Generally, IdeR acts as a global regulator coordinating iron homeostasis, morphological differentiation, central metabolism, secondary metabolism, and oxidative stress responses [21].

We have previously demonstrated, using a *G. diazotrophicus* mutant for the *tonB* gene, that the TonB complex of *G. diazotrophicus* has a role in the transport of Fe^3+^-siderophore complexes and may have an essential function in the endophytic lifestyle of this organism [18]. The aim of the present work was to determine the transcriptional response of *G. diazotrophicus* to iron availability and to investigate the role of the ferric uptake regulator Fur in *G. diazotrophicus* iron homeostasis. For this purpose, we applied RNA-seq, RT-qPCR, *lacZ* reporter fusions, *fur* insertional mutants and computer-aided genome searches to characterize the *G. diazotrophicus fur* regulon. The results of this work increased our understanding of the responses to iron deficiency in *G. diazotrophicus*.

## 2. Results

### 2.1. Differentially Expressed Gene Identification and Iron-Activated and Repressed Genes by Functional Category

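Cells of strain PAL5, a nitrogen-fixing bacterium that lives inside sugarcane, were grown to exponential phase in LGI-P medium without FeCl3, divided into aliquots and kept for 30 min with 37 µM FeCl3 or with 0 µM FeCl3. RNA of 3 biological replicates per treatment was depleted of rRNA and sequenced on an Ion Proton instrument. The authors discarded the remaining rRNA reads, mapped the others to the PAL5 genome with CLC Genomics Workbench, keeping 1 hit per read, and deposited whole-number reads and RPKM of 3700 genes for each library. Reads assigned to genes were 226441, 494181 and 519958 in 0 µM replicates 1, 2 and 3, and 213842, 276231 and 435599 in 37 µM replicates 1, 2 and 3. Table S1 of the paper gives 378510 to 1090345 mapped reads per library; every value here rests on the reads assigned to genes. Levels are given as CPM, reads scaled to a common library total with TMM factors. Differences were tested on the reads with edgeR's quasi-likelihood test, and a positive log2 fold change means a higher level at 37 µM than at 0 µM FeCl3. The filter for low counts kept 2793 genes, with a median of 47.8 reads per library, and left out 907. A gene is called changed at an adjusted p under 0.05 over the 2793 genes. In simulated data of these depths the test recovered 19 of 67 genes changed by 0.5 on the log2 scale, 55 of 67 changed by 1 and 66 of 66 changed by 2, and 9 of its 149 calls were false. Gene lists were taken from product names and tested as a whole with camera, which compares a list with all other genes. Camera looks for a shift in 1 direction. A second test, fry for mixed directions, asks if any members change either way and does not compare with other genes. It passed 22 of 34 lists, so a list that fails by camera can still hold changed genes. Several lists follow groups the paper names from these same libraries. Their camera and fry p-values and their counts adjusted over the list alone are therefore not independent evidence.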

To further advance our knowledge related to iron-regulated genes in the *G. diazotrophicus* strain PAL5, the changes induced in the transcriptome of iron-starved PAL5 following iron treatment were investigated. The transcriptional profile of PAL5 in the presence and absence of iron generated an average of approximately 14 million reads for both treatments, with approximately 2 million mapped only to the genome of PAL5 (NCBI accession number NC_010125.1, NC_010124.1 and NC_010123.1) when cultured in iron-starved PAL5 cells induced by iron (Table S1).

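Pearson's r between the gene reads of replicates was 0.981 to 0.992 among the 0 µM FeCl3 libraries and 0.981 to 0.997 among the 37 µM FeCl3 libraries. Between libraries of different treatments it was 0.969 to 0.989. These correlations run across genes, which are not independent replicates. The 20 most abundant genes held 17.7% to 20.5% of the reads of a library.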

The biological replicates showed a remarkably high correlation level within each treatment with regard to the ORF-mapped read counting (r^2^ > 0.99) (Figure S1). In the transcriptomic analysis, 324 genes were identified, representing 9.28% of the PAL5 genome. These included 96 (2.75%) upregulated and 228 (6.53%) downregulated genes, at least a 1.2-fold change, after exposure to iron-limiting conditions (Table S2).

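The endopeptidase gene GDI_1303 and GDI_3405, which encodes 30S ribosomal protein S10, rose with iron, and GDI_3340, the gene of the transcription elongation factor GreA, fell. GDI_1303 had a log2 fold change of 0.49 (standard error 0.10, edgeR adjusted p = 0.00624), GDI_3405 had a log2 fold change of 0.52 (standard error 0.11, edgeR adjusted p = 0.00815), and GDI_3340 had a log2 fold change of -0.44 (standard error 0.12, edgeR adjusted p = 0.0493). In total 39 of 2793 genes were called, 17 higher and 22 lower with iron. At the thresholds the paper uses, a fold of 1.2 and an unadjusted p under 0.05, the edgeR fit gave 386 genes, 184 higher and 202 lower. This balance turned round with DESeq2 (102 higher, 97 lower), without 0 µM replicate 3 (142 higher, 138 lower) and without 37 µM replicate 3 (175 higher, 168 lower). It turned round furthest with the replicate number as a block and a gene length correction (241 higher, 167 lower). The block alone gave 184 higher and 216 lower. With no effect 139.7 tested genes are expected at an unadjusted p under 0.05, where 403 lay. The authors' deposited table, which compares RPKM, holds 323 genes past these thresholds, 95 higher and 228 lower. On log2(RPKM + 1) limma called 0 genes higher and 3 lower, which were *fdx*, GDI_0253 and GDI_1570, and gave 100 higher and 274 lower at the paper's thresholds. DESeq2 called 13 higher and 7 lower, with no adjusted p for 2274 genes, and 9 higher and 15 lower without independent filtering. That setting and an abundance-trend correction, which left 10 higher and 30 lower, were chosen after seeing the data. DESeq2 cannot call a gene to which it gave no adjusted p, so its count of 0 in a list carries little weight. Of the 39 genes, 8 passed in all 6 fits that leave out 1 library, and all 39 kept their direction. These fits have fewer libraries, so a lost call can come from lower power as well as from the library left out. The count fell to 17 without 0 µM replicate 2 (3 higher, 14 lower) and to 12 without 0 µM replicate 3 (0 higher, 12 lower). It was 74 without 37 µM replicate 3 (44 higher, 30 lower), and the genes called higher were 8 without 37 µM replicate 1 and 10 without 37 µM replicate 2. Of the genes named here, GDI_1303 did not pass without 0 µM replicate 2 or 3 (edgeR adjusted p from 5.9e-05 to 0.115 over the 6 fits that leave out 1 library). GDI_3405 did not pass without 0 µM replicate 2 or 3 or 37 µM replicate 1 (edgeR adjusted p from 5.4e-05 to 0.0941 over the 6 fits that leave out 1 library). GDI_3340 did not pass without 0 µM replicate 1, 2 or 3 or 37 µM replicate 1 or 3 (edgeR adjusted p from 0.0359 to 0.260 over the 6 fits that leave out 1 library). It did not pass either with TMM factors set without the 20 most abundant genes (edgeR adjusted p = 0.0524) or after thinning to the smallest library (0.0602). From the changes in the first 30 min after iron was added, the paper proposes that essential genes respond quickly to iron hunger and that their modulation restores iron homeostasis.

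**Figure D1:**
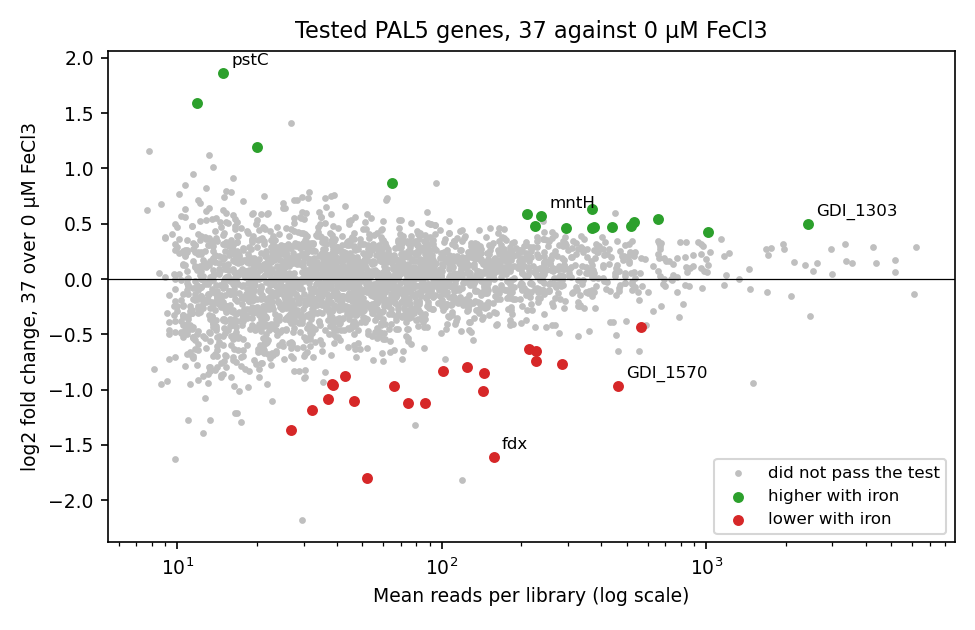
Log2 fold change of each tested gene, 37 µM over 0 µM FeCl3, against its mean reads per library (log axis). Grey points did not pass, green points are the 17 genes higher and red points the 22 genes lower with iron at an edgeR adjusted p under 0.05.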

In total, 56 Gene Ontology (GO) terms were assigned to 324 genes. Most of the GO terms were attributed to molecular function (39.3%), followed by biological process (35.7%) and cell sharing (25%). The terms GO were derived from 30 different functional groups (GO subcategories, level 3) (Figure 1). The largest subgroups within the biological process superclass were assigned to “cellular metabolic process,” “organic substance metabolic process,” “primary metabolic process” and “nitrogen compound metabolic process,” while within the molecular function superclass were “heterocyclic compound binding,” “organic cyclic compound binding,” “transferase activity,” “oxidoreductase activity,” and “ion binding.” The majority within the cellular component superclass were assigned the categories “intrinsic component of membrane”, “intracellular” and “intracellular part”.

Regarding COG, most upregulated genes belong to the functional classes of function unknown, carbohydrate transport and metabolism, energy production and conversion. (Figure 2). On the other hand, downregulated genes belong to the cell wall/membrane/envelope biogenesis, transcription, general function prediction only, and function unknown. (Figure 2). A large group of genes belonging to the category of not detected have been identified.

### 2.2. Main Metabolic Changes in Bacterial Adaptation to Iron-Limiting Conditions

Many genes undergoing transcriptional changes were known or predicted to be involved in iron homeostasis (Figure 3). 

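Of 17 tested genes of iron uptake, storage and regulation, 1 rose with iron, the NRAMP transporter gene *mntH*, and none fell at an edgeR adjusted p under 0.05. This list follows product names and leaves out the receptor gene *cirA* GDI_1948, which fell (edgeR adjusted p = 0.0448). Adjusted over the list alone, 4 were higher and 2 lower. GDI_3438, which encodes a heme transporter, had a log2 fold change of 0.51 (standard error 0.17, edgeR adjusted p = 0.158). GDI_0893, which encodes a siderophore-interacting protein, had a log2 fold change of -0.90 (standard error 0.30, edgeR adjusted p = 0.136). The median log2 fold change of the list was 0.12, with 12 members above 0 and 5 below (camera adjusted p = 0.380, and 0.589 with an estimated correlation). Its fry adjusted p was 0.191 for 1 direction and 0.00228 for mixed directions. No member was called without 0 µM replicate 2 or 3. Without 37 µM replicate 2 the calls were GDI_0893, lower (edgeR adjusted p = 0.0445), and the receptor gene GDI_2718, higher (edgeR adjusted p = 0.0389). With another library left out these p-values were 0.202 to 0.575 for GDI_0893 and 0.525 to 0.849 for GDI_2718.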

When comparing gene expression between LGI-P media without or with added iron, the results showed that iron stimulus controls genes that are important for metabolic activities in PAL5 (Table S2).

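TonB-dependent receptors carry ferric siderophores and other large ligands across the outer membrane. The receptor gene *cirA* GDI_1948 fell with iron, from 152 ± 24.1 CPM (SD, n = 3) at 0 µM to 82.9 ± 16.6 CPM (SD, n = 3) at 37 µM FeCl3, a log2 fold change of -0.88 (standard error 0.23, edgeR adjusted p = 0.0448). The other *cirA* gene, GDI_3807, had a log2 fold change of -0.56 (standard error 0.19, edgeR adjusted p = 0.141). The catecholate siderophore receptor gene *fiu* (GDI_1338) had a log2 fold change of 0.39 (standard error 0.12, edgeR adjusted p = 0.108), and the receptor gene GDI_1471 had 0.34 (standard error 0.11, edgeR adjusted p = 0.129). GDI_3713, a siderophore receptor gene, had a log2 fold change of 0.31 (standard error 0.12, edgeR adjusted p = 0.201). Of 23 tested receptor genes 0 rose and 1 fell by edgeR, with 5 at an unadjusted p under 0.05, and adjusted over the list alone 2 were higher and 2 lower. The list as a whole did not pass by camera (camera adjusted p = 0.779, and 0.903 with an estimated correlation). Its fry adjusted p was 0.696 for 1 direction and 0.00360 for mixed directions. GDI_1948 did not pass without 0 µM replicate 1, 2 or 3 or 37 µM replicate 1 or 3 (edgeR adjusted p from 0.0419 to 0.256 over the 6 fits that leave out 1 library), and limma-voom and DESeq2 called 0 receptor genes. DESeq2 without independent filtering also called 0 of them. *fiu* GDI_1338 passed without 37 µM replicate 3 (edgeR adjusted p = 0.0350, and from 0.113 to 0.315 with another library left out), as did GDI_1471 (edgeR adjusted p = 0.0190).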

Three genes coding for TonB-dependent siderophore receptors were differentially expressed, the gene *fiu,* a catecholized siderophore receptor, was upregulated and two copies of the *CirA* (GDI_3807 and GDI_1948) were downregulated in the transcriptome analysis. Cultivation in the presence of iron also upregulated genes encoding biopolymer transport proteins (*exbB* and *tolC*), *omp* (GDI_0807), *fpr* (GDI_2217) that codes for ferredoxin reductase, and one ortholog of the NRAMP family transporters known in bacteria as *mntH* (GDI_0654). It also downregulated genes encoding bacterioferritin (GDI_3449), *Fdx* (2Fe-2S Ferredoxin), *CoxS* [(2Fe-2S)-binding protein] and *HybA* (4Fe-4S ferredoxin). 

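The NRAMP family gene *mntH* (GDI_0654), annotated as a manganese transporter, rose with iron from 549.8 ± 38.5 CPM (SD, n = 3) at 0 µM to 804 ± 87.4 CPM (SD, n = 3) at 37 µM FeCl3. Its log2 fold change was 0.57 (standard error 0.13, edgeR adjusted p = 0.0114). GDI_RS06570 (*exbB*), part of the complex that drives TonB-dependent transport, had a log2 fold change of 0.33 (standard error 0.11, edgeR adjusted p = 0.141). *fpr* (GDI_2217), which encodes a ferredoxin reductase, had a log2 fold change of 0.40 (standard error 0.12, edgeR adjusted p = 0.114). GDI_0807 (*omp*), the gene of a peptidoglycan-associated lipoprotein, had a log2 fold change of -0.65 (standard error 0.16, edgeR adjusted p = 0.0736). *mntH* GDI_0654 did not pass without 0 µM replicate 2 or 3 or 37 µM replicate 2 (edgeR adjusted p from 0.00799 to 0.162 over the 6 fits that leave out 1 library). GDI_RS06570 passed without 37 µM replicate 3 (edgeR adjusted p = 0.00675, and from 0.238 to 0.412 with another library left out), and GDI_2217 passed without 37 µM replicate 3 (edgeR adjusted p = 0.0343, and from 0.134 to 0.377 with another library left out). GDI_0807 was lower and passed without 37 µM replicate 1, 2 or 3 (edgeR adjusted p from 0.00675 to 0.0430, and from 0.151 to 0.254 with another library left out), by limma-voom (adjusted p = 0.0151) and by DESeq2 (adjusted p = 0.0108).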

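*fdx* (GDI_2370), a ferredoxin gene on the chromosome from 2445331 to 2445645, fell from 592 ± 96.2 CPM (SD, n = 3) at 0 µM to 205 ± 64.6 CPM (SD, n = 3) at 37 µM FeCl3. Its log2 fold change was -1.61 (standard error 0.18, edgeR adjusted p = 3.5e-06), and it passed with each library left out in turn (edgeR adjusted p from 1.2e-08 to 3.2e-04). GDI_3449, named bacterioferritin in the table and *bfd* in the paper, had a log2 fold change of -0.42 (standard error 0.14, edgeR adjusted p = 0.130). GDI_3280, which encodes a (2Fe-2S)-binding protein, had a log2 fold change of -0.54 (standard error 0.23, edgeR adjusted p = 0.298), and GDI_2620, a 4Fe-4S ferredoxin gene, had -0.78 (standard error 0.32, edgeR adjusted p = 0.251). Of 15 tested genes of ferredoxins and other Fe-S proteins, *fdx* alone was called, and adjusted over the list alone 1 was higher and 1 lower. The list as a whole did not pass (camera adjusted p = 0.779, and 0.903 with an estimated correlation). Without 37 µM replicate 3 a further member, *fpr* GDI_2217, was called higher.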

The results for the major facilitator superfamily (MFS) transporter include the *tppB* gene, which encodes putative tripeptide permease and GDI_0037 that was downregulated. However, only the *galP* gene that encodes for a galactose-proton symporter was overexpressed. In addition, several genes coding for efflux pumps of resistance-nodulation-division (RND) multidrugs were upregulated. These include the operon genes for *mdtABC* and *acrAB,* which were downregulated and overexpressed, respectively.

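GDI_0605, annotated as a glucose/galactose transporter of the major facilitator superfamily, had a log2 fold change of 0.75 (standard error 0.24, edgeR adjusted p = 0.120) at 38.2 reads per library. It passed without 0 µM replicate 1 (edgeR adjusted p = 0.0368, and from 0.0766 to 0.441 with another library left out). GDI_0037, another transporter gene of this superfamily, had a log2 fold change of -0.54 (standard error 0.25, edgeR adjusted p = 0.307) at 31.0 reads per library.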

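The RND transporter gene GDI_3418 rose from 850.2 ± 118 CPM (SD, n = 3) at 0 µM to 1318 ± 119.9 CPM (SD, n = 3) at 37 µM FeCl3, a log2 fold change of 0.63 (standard error 0.12, edgeR adjusted p = 0.00517). The MATE family efflux gene GDI_2198 fell, with a log2 fold change of -0.85 (standard error 0.15, edgeR adjusted p = 0.00182), and so did GDI_0038, a gene named for resistance to fusaric acid. GDI_3365, matched to *mdtA* by its product name alone, had a log2 fold change of 0.04 (standard error 0.12, edgeR adjusted p = 0.905), and the multidrug transporter gene GDI_3366 had 0.32 (standard error 0.11, edgeR adjusted p = 0.174). Of 40 tested efflux genes 1 rose and 2 fell, also when adjusted over the list alone, and the list as a whole did not pass by camera (camera adjusted p = 0.779, and 0.903 with an estimated correlation). For this list the fry adjusted p was 0.503 for 1 direction and 0.00125 for mixed directions. GDI_3418 did not pass without 0 µM replicate 3 (edgeR adjusted p from 9.5e-06 to 0.0916 over the 6 fits that leave out 1 library), whereas GDI_2198 passed with each library left out in turn (edgeR adjusted p from 5.8e-04 to 0.0158). GDI_0038 did not pass without 0 µM replicate 2 or 3 or 37 µM replicate 3 (edgeR adjusted p from 0.0244 to 0.153 over the 6 fits that leave out 1 library).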

Among the overexpressed ATP-binding cassette (ABC) transporter genes, there were three for saccharide, polyol and lipid transporters (*ugpA*, *rbsA* and *rbsC*), two for phosphate and amino acid transporters (*pstB* and *pstC*) and one peptide and one nickel transporter (GDI_0466). 

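*pstC* (GDI_3097), the permease gene of a phosphate transporter, rose with iron from 20.6 ± 5.71 CPM (SD, n = 3) at 0 µM to 68.8 ± 12.3 CPM (SD, n = 3) at 37 µM FeCl3, at 14.8 reads per library. Its log2 fold change was 1.86 (standard error 0.34, edgeR adjusted p = 0.00266). *rbsA* (GDI_2628), the ATP-binding subunit gene of a sugar transporter, rose by 0.48 (standard error 0.11, edgeR adjusted p = 0.0172). The adjoining permease gene *rbsC* (GDI_2627) had a log2 fold change of 0.46 (standard error 0.13, edgeR adjusted p = 0.0796). *pstB* (GDI_3815) had a log2 fold change of 0.68 (standard error 0.42, edgeR adjusted p = 0.469) at 8.67 reads per library. GDI_0466 fell below the filter, with 2, 9 and 8 reads in 0 µM replicates 1, 2 and 3 and 7, 6 and 18 reads in the 37 µM replicates 1, 2 and 3. Of 9 tested phosphate uptake genes *pstC* alone passed, also over the list alone, and the list did not (camera adjusted p = 0.380, and 0.589 with an estimated correlation). *pstC* GDI_3097 did not pass without 0 µM replicate 3 (edgeR adjusted p from 0.00167 to 0.0642 over the 6 fits that leave out 1 library), and *rbsA* GDI_2628 did not pass without 0 µM replicate 2 or 3 or 37 µM replicate 2 (edgeR adjusted p from 0.00965 to 0.171 over the 6 fits that leave out 1 library). *rbsC* GDI_2627 passed without 37 µM replicate 3 (edgeR adjusted p = 0.0360, and from 0.0965 to 0.260 with another library left out).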

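GDI_3296, annotated as the permease gene of an ABC transporter, had a log2 fold change of -0.94 (standard error 0.38, edgeR adjusted p = 0.251) at 13.0 reads per library. GDI_0248, the permease gene of a peptide transporter, was below the count filter and got no fold change. It had 6, 8 and 10 reads in 0 µM replicates 1, 2 and 3 and 1, 1 and 1 reads in the 37 µM replicates 1, 2 and 3.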

Among the downregulated transporters, there were one cell division transporter (GDI_3296), one for amino acid transporters (GDI_3296), and one for oligopeptide and nickel transport systems (GDI_0248).

The *trbB* (GDI_2745) and *trbD* (GDI_2912) genes involved in assembling the filament of type IV secretion systems (T4SS) were suppressed after iron treatment. 

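*trbB* (GDI_2745), the ATPase gene of a conjugative transfer system, had 7, 15 and 11 reads in 0 µM replicates 1, 2 and 3 and 2, 1 and 8 reads in the 37 µM replicates 1, 2 and 3. *trbD* (GDI_2912), another conjugal transfer gene, had 1, 1 and 1 reads in 0 µM replicates 1, 2 and 3 and 0, 0 and 0 reads in the 37 µM replicates. Both were left out by the count filter. Among 52 annotated genes of conjugation and type IV secretion 7 were tested, and edgeR called 0, with 0 at an unadjusted p under 0.05 and 0 by limma-voom or DESeq2. Many genes got no adjusted p from DESeq2, but without independent filtering it called 0 of the 7 as well. GDI_1016, a *trbE* gene, had a log2 fold change of -0.50 (standard error 0.29, edgeR adjusted p = 0.443), and GDI_0128, a *traG* gene, had 0.24 (standard error 0.40, edgeR adjusted p = 0.829). The list did not pass as a whole (camera adjusted p = 0.849, and 0.903 with an estimated correlation).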

Curiously, members of the peroxiredoxin family of antioxidant peroxidases encoded in the *G. diazotrophicus* genome, *bcp* (GDI_2772), *ahpD* (GDI_0576) alkyl hydroperoxide reductase and *ahpF* (GDI_0773) alkyl hydroperoxide reductase subunit F, were downregulated under this condition, as were transcripts for *cspA* (GDI_3810), which codes for a cold heat shock protein. In contrast, transcripts for thioredoxin, thioredoxin reductase (GDI_3513), *GroS*, *gsT*, *xdhC* and *degQ* gene were upregulated in the presence of iron. 

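*cspA* (GDI_3810), which encodes a cold-shock protein, fell from 745 ± 78.5 CPM (SD, n = 3) at 0 µM to 476 ± 75.5 CPM (SD, n = 3) at 37 µM FeCl3, with a log2 fold change of -0.65 (standard error 0.14, edgeR adjusted p = 0.00815). *ahpD* (GDI_0576), an alkyl hydroperoxide reductase gene, had a log2 fold change of -0.34 (standard error 0.12, edgeR adjusted p = 0.159), and *ahpF* (GDI_0773), for subunit F, had -0.37 (standard error 0.25, edgeR adjusted p = 0.527). *bcp* (GDI_2772) was below the count filter, with 1, 0 and 0 reads in 0 µM replicates 1, 2 and 3 and 2, 2 and 4 reads in the 37 µM replicates 1, 2 and 3. *cspA* GDI_3810 did not pass without 0 µM replicate 3 or 37 µM replicate 2 (edgeR adjusted p from 9.5e-04 to 0.128 over the 6 fits that leave out 1 library).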

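GDI_3513, a hypothetical protein in the table and thioredoxin reductase in the paper, had a log2 fold change of 0.34 (standard error 0.13, edgeR adjusted p = 0.188). The glutathione S-transferase gene GDI_2368 had a log2 fold change of 0.56 (standard error 0.23, edgeR adjusted p = 0.245), and *xdhC* (GDI_2001), an accessory gene of xanthine dehydrogenase, had 0.39 (standard error 0.35, edgeR adjusted p = 0.661) at 12.3 reads per library. The serine protease gene GDI_0884 had a log2 fold change of 0.34 (standard error 0.13, edgeR adjusted p = 0.230). GDI_0716, a thioredoxin gene, had a log2 fold change of -0.25 (standard error 0.13, edgeR adjusted p = 0.403). None of these 5 passed the test.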

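*rpoH* (GDI_2254), which encodes the heat shock sigma factor, stood at 4853 ± 405 CPM (SD, n = 3) at 0 µM and 6047 ± 152 CPM (SD, n = 3) at 37 µM FeCl3. This is a log2 fold change of 0.32 (standard error 0.10, edgeR adjusted p = 0.121). Of 31 tested heat shock, chaperone and protease genes edgeR called 0, with 9 at an unadjusted p under 0.05, and limma-voom, DESeq2 and adjustment over the list alone gave 0 as well. Their median log2 fold change was 0.08, with 22 members above 0 and 9 below (camera adjusted p = 0.150, and 0.436 with an estimated correlation). GDI_2122, a heat-shock protein gene, had a log2 fold change of 0.30 (standard error 0.11, edgeR adjusted p = 0.175), and GDI_3474, for the protease adaptor ClpS, had -0.29 (standard error 0.11, edgeR adjusted p = 0.213). *rpoH* GDI_2254 passed without 37 µM replicate 3 (edgeR adjusted p = 0.0350, and from 0.188 to 0.381 with another library left out).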

RNA polymerase for a specialized set of genes in response to ecophysiological signals, such as *rpoH*, was also upregulated. 

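GDI_3347, a phosphoglycerate mutase gene of glycolysis, rose with a log2 fold change of 0.46 (standard error 0.12, edgeR adjusted p = 0.0491). The genes of the pyruvate dehydrogenase E1 subunits, GDI_1939 (alpha) and GDI_1940 (beta), had log2 fold changes of 0.37 (standard error 0.12, edgeR adjusted p = 0.120) and 0.33 (standard error 0.12, edgeR adjusted p = 0.183). GDI_1318, for pyruvate phosphate dikinase, had a log2 fold change of 0.33 (standard error 0.11, edgeR adjusted p = 0.121). The abundant transketolase gene GDI_0285 had a log2 fold change of 0.32 (standard error 0.10, edgeR adjusted p = 0.114). Of 29 tested genes of central carbon metabolism 1 rose and none fell over all genes, and 10 were higher and 0 lower when adjusted over the list alone. Their median log2 fold change was 0.30, with 23 members above 0 and 6 below. The list was higher with iron as a whole (camera adjusted p = 0.00198), a call that was lost with an estimated correlation (camera adjusted p = 0.436). It was also lost without 37 µM replicate 2 (camera adjusted p = 0.0801) and ranged from 0.00358 to 0.0495 with each other library left out. Without 37 µM replicate 3 edgeR called 8 members: GDI_0285, GDI_0287, GDI_0291, GDI_1318, GDI_2302, GDI_2303, GDI_3177 and GDI_3347. GDI_3347 did not pass without 0 µM replicate 1, 2 or 3 or 37 µM replicate 1 or 2 (edgeR adjusted p from 0.0170 to 0.214 over the 6 fits that leave out 1 library), and GDI_0491 was called in its place without 37 µM replicate 2. It did not pass either with upper quartile scaling (edgeR adjusted p = 0.0550), a filter of 10 counts (0.0593), thinning to the smallest library (0.170) or on the log2 RPKM scales (0.299 to 0.314 by limma). limma-voom called GDI_0287 in its place (adjusted p = 0.0557 for GDI_3347), DESeq2 called both, and DESeq2 without independent filtering called 0 of the 29, of which 14 had an unadjusted p under 0.05 in edgeR.

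**Figure D2:**
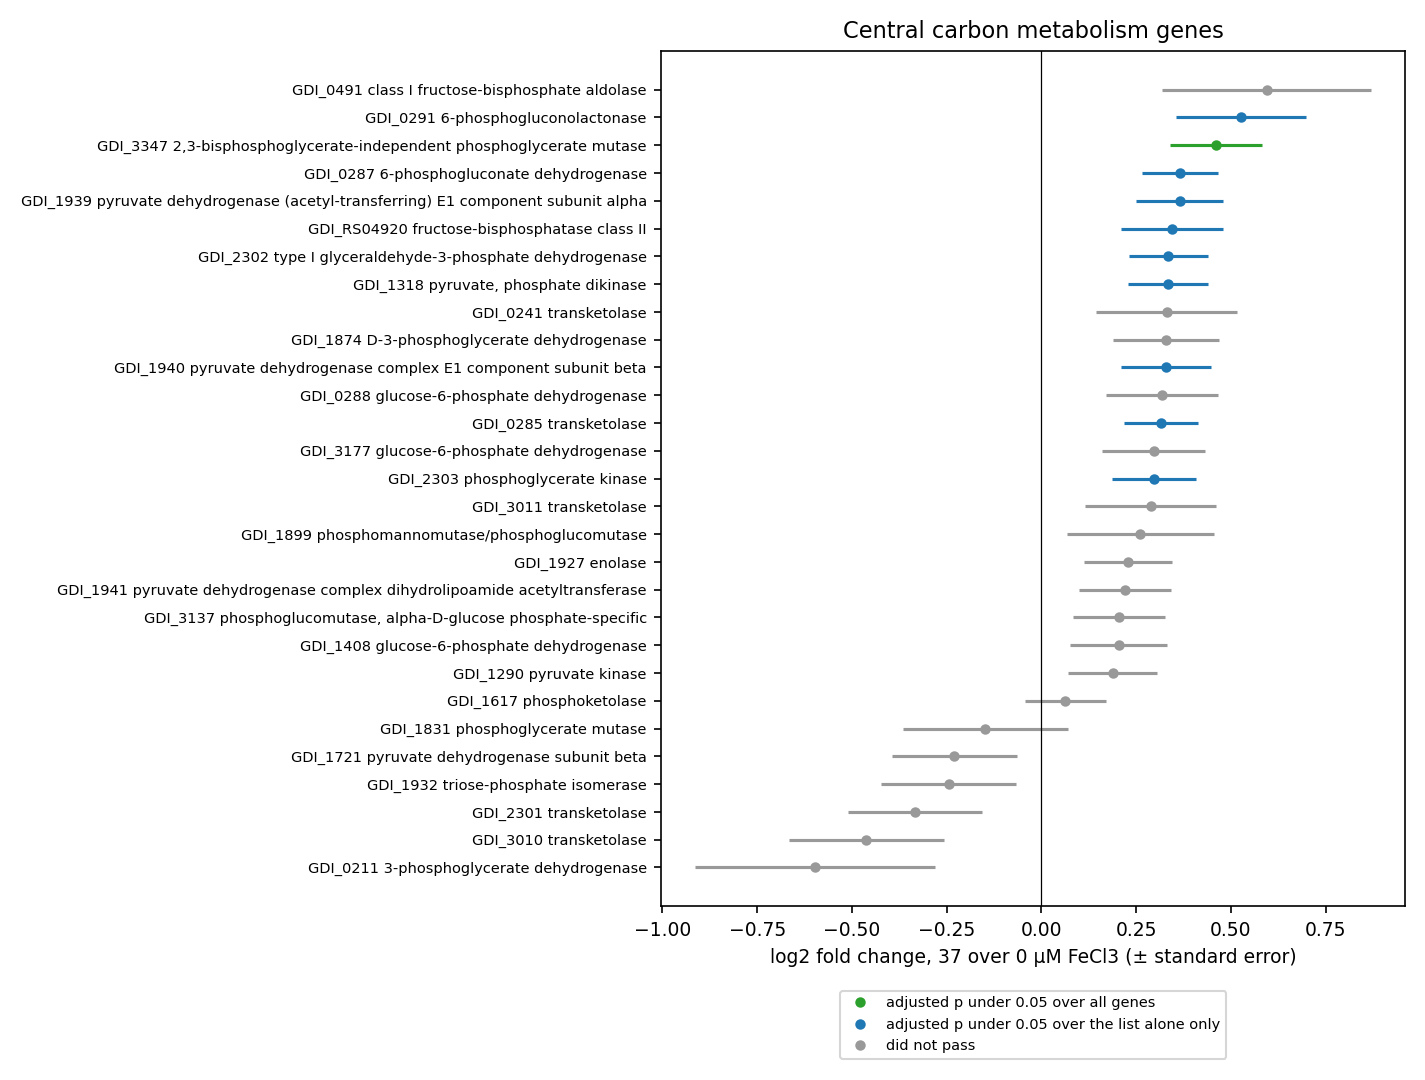
Log2 fold changes, 37 µM over 0 µM FeCl3, of the 29 tested central carbon genes, with bars of 1 standard error. Green marks the gene with an adjusted p under 0.05 over all genes (GDI_3347), blue the genes that pass only when adjusted over the list alone, and grey the genes that did not pass.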

Genes encompassing energy generation encoding pyruvate dehydrogenase E1 alpha and beta subunits (GDI_1939, GDI_1940) and phosphoenolpyruvate dikinase (GDI_1318) were upregulated in the presence of iron. 

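The genes of succinyl-CoA ligase, an enzyme of the TCA cycle, rose together with iron. *sucC* (GDI_2951), for the beta subunit, went from 1530.2 ± 191 CPM (SD, n = 3) at 0 µM to 2222 ± 273 CPM (SD, n = 3) at 37 µM FeCl3, with a log2 fold change of 0.54 (standard error 0.12, edgeR adjusted p = 0.00946). *sucD* (GDI_2952), for the alpha subunit, had a log2 fold change of 0.47 (standard error 0.11, edgeR adjusted p = 0.0264). Of 20 tested TCA cycle genes these 2 rose and none fell, also when adjusted over the list alone, and the list as a whole did not pass (camera adjusted p = 0.154, and 0.436 with an estimated correlation). GDI_2951 did not pass without 0 µM replicate 3 or 37 µM replicate 2 (edgeR adjusted p from 0.00141 to 0.171 over the 6 fits that leave out 1 library). GDI_2952 did not pass without 0 µM replicate 2 or 3 or 37 µM replicate 1 or 2 (edgeR adjusted p from 0.00208 to 0.254 over the 6 fits that leave out 1 library).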

The *sucCD* genes (GDI_2951; GDI_2952) involved in TCA, proponoate and C-5 Branched were also upregulated. In addition, the *cyoA* gene (GDI_2035), which codes for cytochrome ubiquinol oxidase subunit II, and *cyoB* (GDI_2101), which codes for cytochrome-c oxidase, showed positive regulation. However, the *nuoI* NADH-quinone oxidoreductase subunit I (GDI_3032), *nuoK* NADH-quinone oxidoreductase subunit B (GDI_3310) and *atpH* ATP synthase subunit delta (GDI_0693) involved in oxidative phosphorylation were downregulated.

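*cyoA* (GDI_2035), for subunit II of the cytochrome ubiquinol oxidase that ends the respiratory chain, rose from 2436 ± 204 CPM (SD, n = 3) at 0 µM to 3276 ± 131 CPM (SD, n = 3) at 37 µM FeCl3. Its log2 fold change was 0.43 (standard error 0.10, edgeR adjusted p = 0.0265). GDI_2101 (*cyoB* in the paper, cytochrome-c oxidase in the table) had a log2 fold change of 0.44 (standard error 0.14, edgeR adjusted p = 0.121). GDI_3651, a cytochrome *b* gene, had a log2 fold change of 0.73 (standard error 0.26, edgeR adjusted p = 0.174), and GDI_2056, a ubiquinol-cytochrome c reductase gene, had -0.82 (standard error 0.27, edgeR adjusted p = 0.130). Of 18 tested genes of terminal oxidases and the bc1 complex *cyoA* alone was called, and 3 were higher and 1 lower when adjusted over the list alone. The list as a whole did not pass (camera adjusted p = 0.181, and 0.436 with an estimated correlation). GDI_2035 did not pass without 0 µM replicate 1, 2 or 3 or 37 µM replicate 1 or 2 (edgeR adjusted p from 0.00234 to 0.188 over the 6 fits that leave out 1 library). GDI_2034 was called as well without 37 µM replicate 3 (edgeR adjusted p = 0.00390).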

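*nuoI* (GDI_3032), a subunit gene of the NADH-quinone oxidoreductase of the respiratory chain, had a log2 fold change of -0.25 (standard error 0.14, edgeR adjusted p = 0.404). GDI_3029, for subunit L of the same complex, had a log2 fold change of 0.34 (standard error 0.12, edgeR adjusted p = 0.179), and passed without 37 µM replicate 3 (edgeR adjusted p = 0.0463, and from 0.219 to 0.449 with another library left out). GDI_3310 (*nuoK* in the paper, subunit B in the table) was below the count filter, with 7, 15 and 14 reads in 0 µM replicates 1, 2 and 3 and 1, 4 and 7 reads in the 37 µM replicates 1, 2 and 3. *atpH* (GDI_0693), the delta subunit gene of ATP synthase, had a log2 fold change of -0.44 (standard error 0.17, edgeR adjusted p = 0.220). Among 26 tested genes of this NADH dehydrogenase and 10 of ATP synthase edgeR called 0, with 1 and 3 at an unadjusted p under 0.05. limma-voom and DESeq2 called 0 in both lists, as did adjustment over the list alone. Neither list passed as a whole (camera adjusted p = 0.380 and 0.779).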

Altogether, 10 related cell wall genes were downregulated. Among the downregulated genes, two copies of the *rfaG* genes coding for glycosyltransferases were found, as well as two copies of *mltE* genes coding for lytic transglycosylase, *lpxK a*-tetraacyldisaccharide 4’-kinase, *mrcA* a penicillin-binding protein 1A, *asmA*, *wcaG* an epimerase and *ompA* a peptidoglycan-associated lipoprotein. 

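GDI_3790, which encodes a protein of the AsmA family, fell with a log2 fold change of -0.74 (standard error 0.15, edgeR adjusted p = 0.00797). *mrcA* (GDI_1381), the gene of penicillin-binding protein 1A, which builds peptidoglycan, had a log2 fold change of -0.47 (standard error 0.13, edgeR adjusted p = 0.0758). The glycosyl transferase gene GDI_1445 had a log2 fold change of -0.66 (standard error 0.20, edgeR adjusted p = 0.114), and the lytic transglycosylase gene GDI_0724 had -0.69 (standard error 0.25, edgeR adjusted p = 0.187). *lpxK* (GDI_3243), a lipid A synthesis gene, was below the count filter, with 6, 9 and 11 reads in 0 µM replicates 1, 2 and 3 and 0, 2 and 5 reads in the 37 µM replicates 1, 2 and 3. Of 63 tested genes of cell wall and lipopolysaccharide synthesis edgeR called 0, with 12 at an unadjusted p under 0.05, of which 2 were higher and 10 lower at a fold of 1.2. Adjusted over the list alone 0 were higher and 2 lower, *mrcA* and the lipoprotein gene GDI_0807 (*ompA*), and limma-voom and DESeq2 each called GDI_0807. GDI_0807 was also called without 37 µM replicate 1, 2 or 3, and *mrcA* was called when no count filter was used. The list as a whole did not pass (camera adjusted p = 0.779, and 0.903 with an estimated correlation). GDI_3790, outside this list, did not pass without 37 µM replicate 2 (edgeR adjusted p from 0.00611 to 0.0572 over the 6 fits that leave out 1 library).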

A gene encoding a Lipid A core-O-antigen ligase (*rfaL*) was upregulated.

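Flagellar genes lay mostly below 0 on the log2 scale, with 10 of 26 tested members above 0 and 16 below and a median of -0.08. *fliG* (GDI_1677), for the motor switch, had a log2 fold change of -0.55 (standard error 0.16, edgeR adjusted p = 0.0736). The export apparatus genes *fliQ* (GDI_1658), *flhB* (GDI_1660) and *fliP* (GDI_1681) had log2 fold changes of -0.72 (standard error 0.29, edgeR adjusted p = 0.245), -0.46 (standard error 0.32, edgeR adjusted p = 0.555) and -0.44 (standard error 0.28, edgeR adjusted p = 0.492), at 15.5 to 23 reads per library. GDI_1654, for the rod protein FlgB, had a log2 fold change of -0.26 (standard error 0.12, edgeR adjusted p = 0.307). edgeR called 0 of the 26, with 3 at an unadjusted p under 0.05, limma-voom and DESeq2 called 0, and adjusted over the list alone 0 were higher and 1 lower. DESeq2 without independent filtering also called 0. The list as a whole did not pass (camera adjusted p = 0.462, and 0.903 with an estimated correlation). GDI_1677 was lower and passed without 0 µM replicate 1 (edgeR adjusted p = 0.0371, and from 0.0646 to 0.364 with another library left out).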

Genes involved in bacterial chemotaxis and flagellar structure *fliQ* (GDI_1658), *flhB* (GDI_1660), *fliG* (GDI_1677) and *fliP* (GDI_1681) were widely downregulated in the strain PAL5 cultured in absence of iron. In addition, under the tested conditions, the type I pilus components *cpaA*, *cpaF* and GDI_1704 (putative *Flp*/*Fap* pilin component) were downregulated. 

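Of the tested pilus genes, 3 lay above 0 and 3 below on the log2 scale. *cpaF* (GDI_1709), an assembly ATPase gene, had a log2 fold change of -0.46 (standard error 0.16, edgeR adjusted p = 0.164), and GDI_1704, for a Flp family pilin, had -0.39 (standard error 0.15, edgeR adjusted p = 0.217). GDI_1706, for the assembly protein CpaB, had a log2 fold change of 0.10 (standard error 0.15, edgeR adjusted p = 0.813), and GDI_1713, for TadE, had 0.58 (standard error 0.32, edgeR adjusted p = 0.403). Of 6 tested pilus genes edgeR called 0, with 2 at an unadjusted p under 0.05, limma-voom and DESeq2 called 0, and adjusted over the list alone 0 were higher and 2 lower. DESeq2 without independent filtering called 0 as well. The list as a whole did not pass by camera (camera adjusted p = 0.904, and 0.909 with an estimated correlation). By fry its adjusted p was 0.434 for 1 direction and 0.00125 for mixed directions.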

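*cheD* (GDI_1690), a chemotaxis gene of 18.8 reads per library, had a log2 fold change of -0.45 (standard error 0.30, edgeR adjusted p = 0.520). GDI_1688, a response regulator gene of the same pathway, had a log2 fold change of -0.38 (standard error 0.21, edgeR adjusted p = 0.421), and the chemotaxis gene GDI_1947 had -0.33 (standard error 0.20, edgeR adjusted p = 0.449). Of 16 tested chemotaxis genes edgeR called 0, with 0 at an unadjusted p under 0.05, 0 by limma-voom, 0 by DESeq2 with or without independent filtering and 0 when adjusted over the list alone. The list did not pass as a whole either (camera adjusted p = 0.856, and 0.909 with an estimated correlation).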

Interestingly, only one *cheD* gene, a putative chemotaxis protein, *cheY*, was upregulated.

Genes involved in regulation, clustering Fe-S and BNF were differentially expressed. 

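Nitrogenase genes had few reads in these cells. *nifH* (GDI_0436), for the iron protein of nitrogenase, had 7, 9 and 15 reads in 0 µM replicates 1, 2 and 3 and 3, 3 and 6 reads in the 37 µM replicates 1, 2 and 3, below the count filter. *nifK* (GDI_0438), for the beta subunit of the molybdenum-iron protein, had a log2 fold change of -0.48 (standard error 0.35, edgeR adjusted p = 0.578) at 13.2 reads per library. GDI_0429, for the activator NifA, had a log2 fold change of -0.18 (standard error 0.14, edgeR adjusted p = 0.616), and GDI_0430, for the cofactor protein NifB, had -0.64 (standard error 0.37, edgeR adjusted p = 0.444). Of 13 annotated nitrogen fixation genes 4 were tested, and edgeR called 0, with 0 at an unadjusted p under 0.05 and 0 over the list alone. limma-voom called 0 of the 4, and so did DESeq2 with or without independent filtering. The regulator gene *ntrX* (GDI_2263) had a log2 fold change of -0.27 (standard error 0.13, edgeR adjusted p = 0.352), and GDI_2262, *nrfA* in the paper and Hfq in the table, had -0.54 (standard error 0.20, edgeR adjusted p = 0.198). GDI_2227, matched to *HesB* by its product name alone, had a log2 fold change of 0.09 (standard error 0.25, edgeR adjusted p = 0.898), and GDI_3059, for the assembly protein SufB, had 0.38 (standard error 0.12, edgeR adjusted p = 0.120). Of 11 tested Fe-S cluster genes edgeR, limma-voom and DESeq2 called 0, with 3 at an unadjusted p under 0.05, and 1 was higher and 0 lower over the list alone (camera adjusted p = 0.128, and 0.436 with an estimated correlation). On the log2 scale 10 of the 11 lay above 0 and 1 below, with a median of 0.14. The ferredoxin gene GDI_2370, *fxdB* here and *fdx* elsewhere in the paper, fell.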

The *ntrX* (GDI_2263), *nrfA* (GDI_2262), *HesB* and *fxdB* genes (GDI_2370) were all downregulated, as were the *nifH* (GDI_0436) and *nifK* (GDI_0438) genes.

Seven transposase genes belonging to five different families (IS5/IS1182, IS21, IS110, and IS256) were upregulated. 

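GDI_1570, a transposase gene of the IS5/IS1182 family, fell from 1664 ± 199 CPM (SD, n = 3) at 0 µM to 851 ± 89.0 CPM (SD, n = 3) at 37 µM FeCl3, with a log2 fold change of -0.97 (standard error 0.12, edgeR adjusted p = 8.7e-06). It passed with each library left out in turn (edgeR adjusted p from 2.0e-08 to 7.6e-04). The transposase gene GDI_2818 had a log2 fold change of -2.18 (standard error 0.60, edgeR adjusted p = 0.164), and GDI_RS10870, of the IS110 family, had -0.66 (standard error 0.30, edgeR adjusted p = 0.307). Of 181 annotated transposase genes 19 were tested, and 1 was lower and none higher, also when adjusted over the list alone. Of the 19, 5 lay above 0 and 14 below (camera adjusted p = 0.128, and 0.436 with an estimated correlation). They had a median of 21 reads per library, against 47.8 over all tested genes, and were not compared with other genes of like abundance. The list was called lower without 0 µM replicate 1 (camera adjusted p = 0.0394) and without 37 µM replicate 3 (camera adjusted p = 0.0454), against 0.0945 to 0.242 without another library. GDI_2818 was lower and passed without 37 µM replicate 3 (edgeR adjusted p = 0.00675, and from 0.0766 to 0.365 with another library left out), and by limma-voom (adjusted p = 0.0137).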

Transcriptional regulators were modulated, where 19 genes (6 *LysR*, 2 *MarR*, *CopG*, *HxlR*, *AsnC*, *GntR*, *MerR*, *Arac*, *NmrA*) were differentially expressed, 14 of which were downregulated in the presence of iron.

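Transcriptional regulators lay mostly below 0 on the log2 scale, with 43 of 121 tested genes above 0, 78 below and a median of -0.16. Their median was 25.8 reads per library, against 47.8 over all tested genes. Log2 fold changes of all tested genes had a rank correlation of 0.192 with abundance. The regulators were not compared with other genes of like abundance. GDI_1025, of the CopG family, had a log2 fold change of -0.43 (standard error 0.13, edgeR adjusted p = 0.113). GDI_3741, of the GntR family, had a log2 fold change of -1.21 (standard error 0.37, edgeR adjusted p = 0.114), and GDI_1167, of the AraC family, had -0.95 (standard error 0.30, edgeR adjusted p = 0.115). Among LysR regulators GDI_RS12970 had a log2 fold change of -0.96 (standard error 0.34, edgeR adjusted p = 0.174), and GDI_1007 had -1.82 (standard error 0.54, edgeR adjusted p = 0.264). Of the 121, GDI_2420 alone was called, lower with iron, over all genes and over the list alone. At a fold of 1.2 and an unadjusted p under 0.05 there were 19, 5 higher and 14 lower. Of the same 121, limma-voom called GDI_2420 and GDI_1007, DESeq2 called 0, and DESeq2 without independent filtering called GDI_2420. edgeR called 0 of 26 LysR genes, with 4 at an unadjusted p under 0.05, DESeq2 and adjustment over the list alone gave 0, and limma-voom called GDI_1007. The whole list did not pass (camera adjusted p = 0.128, and 0.436 with an estimated correlation), but was called lower without 0 µM replicate 1 (camera adjusted p = 0.0394) and by limma-voom (camera adjusted p = 0.0400), against 0.173 to 0.242 without another library. GDI_1007 passed without 37 µM replicate 3 (edgeR adjusted p = 8.4e-07, and from 0.231 to 0.493 with another library left out), and so did GDI_3073 (edgeR adjusted p = 0.0226).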

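In the sequencing data the ferredoxin gene *fdx* (GDI_2370) and GDI_1972, which encodes an AAA ATPase, fell with iron, and the phosphate permease gene *pstC* (GDI_3097) rose. GDI_1972 went from 164 ± 17.5 CPM (SD, n = 3) at 0 µM to 79.2 ± 32.3 CPM (SD, n = 3) at 37 µM FeCl3, with a log2 fold change of -1.10 (standard error 0.24, edgeR adjusted p = 0.00979). *wrbA* (GDI_1484), for an NAD(P)H dehydrogenase, had a log2 fold change of -0.65 (standard error 0.25, edgeR adjusted p = 0.201). The chaperonin gene GDI_RS19375, matched to *groS* by its product name, had 0, 1 and 2 reads in 0 µM replicates 1, 2 and 3 and 3, 5 and 4 reads in the 37 µM replicates 1, 2 and 3, below the count filter, as was the transporter gene GDI_0466. Of these 6 genes 3 passed the test, and 1 did, *fdx*, without 0 µM replicate 3. GDI_1972 did not pass without 0 µM replicate 2 or 3 or 37 µM replicate 1 or 3 (edgeR adjusted p from 0.00191 to 0.115 over the 6 fits that leave out 1 library). The RT-qPCR values were not analysed here.

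**Figure D3:**
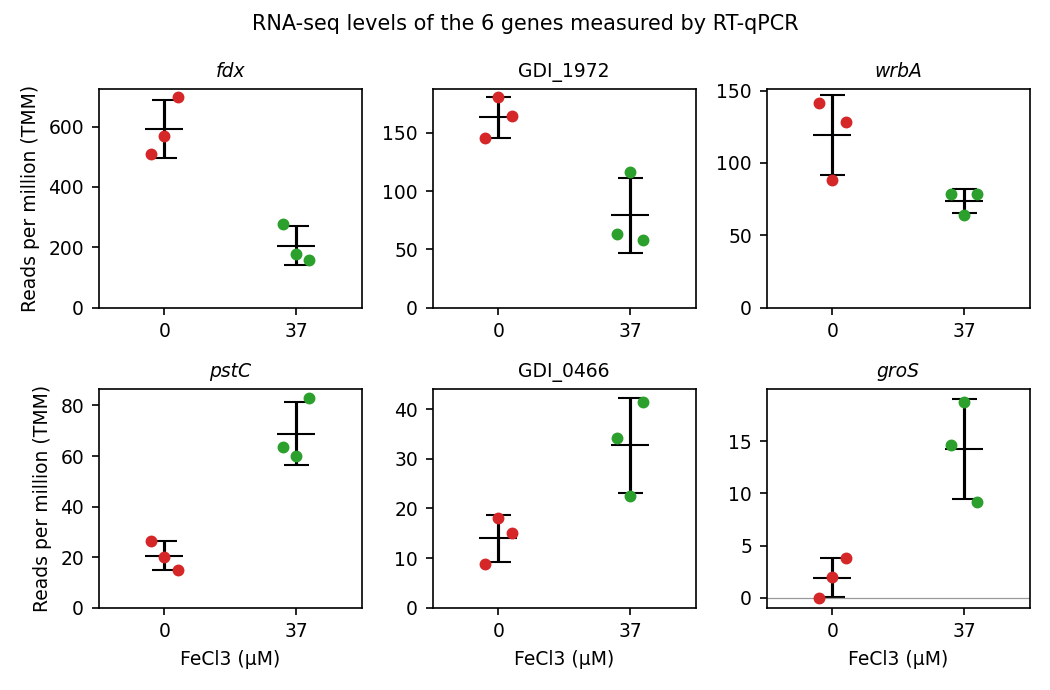
CPM of 6 genes in each library, as points, at 0 µM FeCl3 (red) and 37 µM FeCl3 (green), with the mean and SD of 3 libraries as bars. *fdx*, GDI_1972 and *wrbA* have higher means at 0 µM, and *pstC*, GDI_0466 and *groS* at 37 µM.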

The data obtained by RNA-seq were validated by RT-qPCR using random genes and differentially expressed (*wrbA*, GDI_1972, GDI_0466, *fdx*, *groS*, *pstC*) when cultured in iron-limiting conditions. The reference genes *rhO* and *rpoD* were used as internal controls (Figure 4). 

### 2.3. Identification of fur Box Sequences in the G. diazotrophicus Genome

To identify genes directly regulated by *fur*, different weight matrices were used to locate potential *fur*-binding sites in the *G. diazotrophicus* genome. Several potential *fur*-binding sites were detected (Table S3). Candidate *G. diazotrophicus fur*-binding sites derived from both bioinformatic prediction routines and RNA-seq were aligned and used to derive the corresponding logos (Figure 5). To obtain a more realistic estimate of the total number of genes regulated by *fur*, the genes associated with *fur* binding sites were analyzed regarding their presence in the transcriptome in response to iron availability (Figure 6). 

Predicted *fur*-binding sites were identified upstream of several genes and/or operons encoding proteins involved in iron acquisition and transportation (GDI_3807, GDI_0553, GDI_0207 GDI_1223, *tonB*, *feuA*, *feuB*), NADH dehydrogenase (*nuoA*, *nuoB*, *nuoCD*, *nuoE*, *nuoF*, *nuoG, nuoH*, *nuoI*, *nuoJ*, *nuoK*, *nuoL*, *nuoM*, *nuoN*, *lao*), succinate dehydrogenase (*sdh*), aconitate hydratase (*acnA*), cytochrome c oxidase (*cyoA*, *cyoB*), tryptophan biosynthesis (*tprB*, *trpA*, *aldA*) and enzyme nitrogenase (*nifA*, *nifB*, *nifD*, *nifH*) and *LysR* transcriptional regulator (GDI_0187).

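GDI_1223, which encodes a TonB-dependent receptor, has in Table S3 the site AACAACTATAATAAATAGT on the chromosome from 1216131 to 1216149. Its log2 fold change was -0.04 (standard error 0.16, edgeR adjusted p = 0.929). The receptor gene GDI_0553 had a log2 fold change of 0.03 (standard error 0.28, edgeR adjusted p = 0.978), and the membrane protein gene GDI_0207 had -0.25 (standard error 0.27, edgeR adjusted p = 0.728). The LysR regulator gene GDI_0187, with a site from 199975 to 199993, had a log2 fold change of -0.32 (standard error 0.20, edgeR adjusted p = 0.484). Of 69 tested genes with a predicted site in Table S3, 2 were called, *cyoA* GDI_2035 (higher) and the receptor gene GDI_1948 (lower). This is 2.90% (95% Clopper-Pearson interval 0.353% to 10.1%), against 1.36% or 37 of the 2724 other tested genes (2-sided Fisher's exact test, p = 0.250). At a fold of 1.2 and an unadjusted p under 0.05 the shares were 15.9% and 13.8%, 11 and 375 genes (2-sided Fisher's exact test, p = 0.596). The other genes here hold some for which the text of the paper, but not Table S3, gives a site, such as GDI_3807, GDI_0553, GDI_0207 and *tonB* GDI_1383. Without 0 µM replicate 1, 2 or 3 or 37 µM replicate 1 no gene with a site was called, without 37 µM replicate 2 GDI_1948 alone was, and without 37 µM replicate 3 GDI_2035 alone was. limma-voom and DESeq2 called GDI_2035 alone.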

The DNA sequence logos derived from all predicted *fur*-binding sites are represented in Figure 4. The consensus sequence contains a 19-bp palindromic motif (9-1-9 inverted repeat) that is highly similar to the previously described *fur*-box [22].

### 2.4. Production of Siderophores in Response to Iron Limitations

According to the data in Figure 7, *G. diazotrophicus* PAL5 showed an increase in the production of siderophores when cultivated in the LGI-P medium without the presence of iron (47% siderophores). On the other hand, the level of siderophores drastically reduced in the presence of 37 µM FeCl3 (16 % siderophores).

### 2.5. fur Insertional Mutants and Complementation of an E. coli fur Mutant by G. diazotrophicus fur Homologs

To address the physiological role played by *fur* in *G. diazotrophicus*, attempts to generate *fur*-null bacterial mutants were made but unsuccessful, suggesting that mutation in the *fur* gene (single copy) is lethal to the PAL5 strain. However, complementation of *E. coli* H1780 with pGGdfur (from strain PAL5) rescued the *fur* defect of this strain and resulted in repression of the transcribed *fiu-lacZ* reporter gene (Figure 8). 

Since the complementation of the *E. coli* H1780 *fur* mutant strain is related to the transcription of the *fiu*-*lacZ* reporter gene, the β-Galactosidase activity was measured accurately (Figure 9). The results showed that the β-Galactosidase activity is much higher in constructs that lack functional Fur protein *E. coli* H1780 and *E. coli* H1780 (pGGdfurTn5). The *E. coli* H1780 (pGGdfur), the functional Fur protein, when in the presence of iron, forms the Fur-Fe^2+^ complex and blocks the transcription of the *fiu*-*lacZ* gene and the enzyme is not encoded. In the absence of iron, due to the addition of 2,2′-dipyridyl, an iron-chelating agent, the enzyme activity was higher, as there was no iron available in the medium, and Fur-Fe^2+^ complex transcription was not blocked.

## 3. Discussion

### 3.1. Iron Availability Promotes Changes in the G. diazotrophicus Transcriptome

Iron homeostasis is extremely important to bacteria and is believed to be required to enable plant growth promotion; however, the existing information on iron homeostasis is insufficient to understand this phenomenon. de Paula Soares et al. [18] showed that iron homeostasis plays an essential function in the endophytic lifestyle.

First, to define the iron *G. diazotrophicus* limitation stimulus, we compared the growth curve of PAL5 wild-type cells treated with 37 μM FeCl_3_ with that of wild-type cells treated with 0 μM FeCl_3_ for 48 h. Our results from the differential expression experiments showed that most of these genes related to iron homeostasis in PAL5 were completely repressed (227 genes) and the other induced partially (96 genes) under iron-limiting conditions, reflecting the rigid regulation of these genes (Table S2). This pattern of gene expression in the first 30 min after adding iron, preceded by a long period of iron starvation, appears to reveal the modulation of essential genes that respond quickly to iron hunger and allow the expression of the right genes to restore iron homeostasis in the cell.

### 3.2. Metabolic Pathways and Iron Uptake

As expected, in our in vitro assays in which *G. diazotrophicus* grew under iron-limiting conditions, catecholate siderophore-mediated acquisition systems (*fiu*) and TonB-dependent receptors (e.g., *cirA*) appeared to be the most successful strategies for overcoming iron limitations. Similar expression profiles of *fiu* and *cirA* were observed in *Herbaspirillum seropedicae* under iron-limiting conditions [23]. It is important to highlight the induction of the *exbB* gene that is part of the *tonB-exbB-exbD* operon; the TonB–ExbB–ExbD protein complex participates in the active transport of iron–siderophore complexes, nickel complex, carbohydrates and vitamin B12 across the outer membrane [24]. 

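GDI_1383 (*tonB*), for the protein that links the inner membrane complex to outer membrane receptors, had a log2 fold change of 0.20 (standard error 0.12, edgeR adjusted p = 0.474). The *exbD* genes GDI_1385 and GDI_1386 had log2 fold changes of 0.08 (standard error 0.12, edgeR adjusted p = 0.799) and -0.05 (standard error 0.13, edgeR adjusted p = 0.895). Their mean reads per library were 354 for GDI_1383, 371 for GDI_1385 and 198 for GDI_1386.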

The transcription of *tonB* and *exbD* genes in *G. diazotrophicus* was also upregulated upon iron limitation but missed the cut-off criteria. In previous experiments, we used RT-qPCR to measure *tonB-exB-exbD* gene transcription in iron-limited conditions and provided evidence that the TonB complex of *G. diazotrophicus* plays a role in the transport of Fe^3+^-siderophore complexes [18].

In addition to *TonB*-*ExbB*-*ExbD*, some bacteria have an analogous system called *TolA*-*TolQ*-*TolB* [25]. 

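Among the genes of the Tol-Pal system of the cell envelope, *tolQ* (GDI_0803) had a log2 fold change of 0.08 (standard error 0.13, edgeR adjusted p = 0.836), and *tolR* (GDI_0804) had -0.06 (standard error 0.19, edgeR adjusted p = 0.913). *tolB* (GDI_0806) had a log2 fold change of 0.44 (standard error 0.15, edgeR adjusted p = 0.174). Of 7 tested genes of TonB and Tol energy transduction edgeR called 0, with 3 at an unadjusted p under 0.05, and limma-voom and DESeq2 called 1, GDI_0807, lower with iron. Adjusted over the list alone 2 were higher and 1 lower, and the list as a whole did not pass (camera adjusted p = 0.763, and 0.903 with an estimated correlation). GDI_0807 was also called without 37 µM replicate 1, 2 or 3, and *exbB* GDI_RS06570 without 37 µM replicate 3.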

The genes that code for the *tolQ* and *tolB* proteins are structurally and functionally similar to *exbB* and *exbD*, respectively, and were upregulated in the presence of iron. It is noteworthy that the *tolQ* gene had a high number of transcripts in the transcriptomic analysis. 

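*tolQ* (GDI_0803) stood at 451 ± 34.4 CPM (SD, n = 3) at 0 µM and 476 ± 17.9 CPM (SD, n = 3) at 37 µM FeCl3, and *tolB* (GDI_0806) at 279 ± 37.9 CPM (SD, n = 3) at 0 µM and 386 ± 28.6 CPM (SD, n = 3) at 37 µM FeCl3. *tolR* (GDI_0804) stood at 317 ± 45.1 CPM (SD, n = 3) at 0 µM and 308 ± 89.0 CPM (SD, n = 3) at 37 µM FeCl3. The lipoprotein gene GDI_0807 of the same cluster had more reads than these, 1859 ± 25.4 CPM (SD, n = 3) at 0 µM and 1203 ± 334 CPM (SD, n = 3) at 37 µM FeCl3.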

Interestingly, the *omp* gene, which is part of the same operon as the *tolB* gene, was highly expressed in both analyses, with a greater number of transcripts in the absence of iron. *TolA*-*TolQ*-*TolR*, in addition to providing necessary energy for the transport of colicins and cobalamin in *E. coli*, may also be involved in the absorption of sugars, polyols and amino acids [26].

The adaptive response of PAL5 to iron starvation included the under expression of defense systems genes. Among the genes repressed by iron limitation are multidrug resistance (MDR) efflux pumps. Our hypothesis is that the repression of these genes is part of the bacterial response to the negative energy balance caused by the long period of unavailable iron. The activity of an efflux pump depends on the different types of energy sources that each MDR system uses [27]. 

Most of the TonB-dependent transporters in the PAL5 strain, however, do not appear to be involved in the assimilation of iron, but rather in the intake of sugars, lipids, peptides, proteins and drugs across the cytoplasmic membrane. Apparently, there was a balance in the activation or repression of genes related to carbon and transport systems in PAL5 cells. However, a larger number of ABC-type sugar transporters were upregulated after the addition of iron. 

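Of 12 tested genes of sugar ABC transporters 1, *rbsA* GDI_2628, rose with iron and none fell, and 3 were higher and 0 lower when adjusted over the list alone. The permease gene GDI_2635 had a log2 fold change of 0.34 (standard error 0.11, edgeR adjusted p = 0.121), and GDI_2659, another permease gene, had 0.30 (standard error 0.14, edgeR adjusted p = 0.307). At a fold of 1.2 and an unadjusted p under 0.05 there were 4, all higher. The median log2 fold change of the list was 0.15, with 10 members above 0 and 2 below (camera adjusted p = 0.128, and 0.436 with an estimated correlation). It was called higher by limma-voom (camera adjusted p = 0.0395). No member was called without 0 µM replicate 2 or 3 or 37 µM replicate 2, and the permease gene GDI_2627 was called as well without 37 µM replicate 3.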

A sugar ABC transporter periplasmic protein was upregulated in *H. seropedicae* under iron starvation conditions [23]. This balance could be an artifact of the bacteria saving energy, since their metabolism is very active and the initial iron deficiency, an enzymatic cofactor for many central carbon metabolic reactions, affects the energetic balance, resulting in low activity of carbon metabolism.

This study demonstrated that the *bfd* gene that codes for bacterioferrin associated with iron homeostasis (2Fe-2S) (GDI_3449) was expressed more in the absence of iron. In contrast, the *fpr* gene (GDI_2217) that codes for ferredoxin reductase was expressed more in the presence of iron. Similar results were observed for *Pseudomonas aeruginosa* [28,29]. The Bfd accepts the electrons from the Fpr and transfers them to the Fe^3+^ which is stored in the heme-containing bacterioferrins, allowing the release and mobilizing Fe^2+^ to the cytosol [30,31].

Iron has chemical properties that can pose challenges, such as the generation of the hydroxyl radical [32]. Our data suggest that *G. diazotrophicus* does not suffer oxidative stress after 30 minutes of iron being made available, since no induction of superoxide dismutase (*sodA*) or catalase type E (*katE*) was observed. In addition, genes with well-known roles in defense against oxidative stress were also downregulated, including *bcp* (GDI_2772), *ahpD* (GDI_0576) alkyl hydroperoxide reductase and *ahpF* (GDI_0773) alkyl hydroperoxide reductase subunit F. Other genes, such as *gsT*, were upregulated but with low levels of transcription. It is possible that the concentration of iron used in this study was not sufficient to induce oxidative stress or that *G. diazotrophicus* had not yet responded to oxidative stress during the period examined. 

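*sodA* (GDI_2168), for superoxide dismutase, had a log2 fold change of -0.26 (standard error 0.17, edgeR adjusted p = 0.515). *katE* (GDI_2359), for catalase HPII, had a log2 fold change of 0.11 (standard error 0.14, edgeR adjusted p = 0.777). Their mean reads per library were 289.5 for GDI_2168 and 164 for GDI_2359. Of 33 tested genes of defence against oxidative stress edgeR called 0, with 3 at an unadjusted p under 0.05, 0 over the list alone and 0 by limma-voom or DESeq2. The median log2 fold change was -0.06, with 14 members above 0 and 19 below (camera adjusted p = 0.904, and 0.909 with an estimated correlation). GDI_2077, for a glutathione peroxidase, had a log2 fold change of 0.60 (standard error 0.28, edgeR adjusted p = 0.320).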

Interestingly, heat shock genes were also upregulated by iron limitation, as were some genes encoding peptidases containing metals as cofactors, which is consistent with previous observations in *Shewanella oneidensis* [33], *Caulobacter crescentus* [34] and *Piscirickettsia salmonis* [35]. Induction of these genes might be directly mediated by the heat shock sigma factor RpoH (σ^32^), because their own *rpoH* gene is upregulated in iron limitation [34], which corroborates the induction of the *rpoH* gene observed in our results. In *G. diazotrophicus*, nothing is known about the transcriptional regulation of *rpoH*, but since *rpoH* expression is largely constitutive, it is likely that transcriptional regulation plays a significant role in response to stress that destabilizes and denatures proteins.

Most genes with positive iron effects appear to be involved in energy metabolism, such as subunits of respiratory chain complexes (e.g., *CyoA*, *CyoB*), enzymes in the TCA (e.g., *SucC*, *SucD*), and glycolysis (e.g., *AcoA*, *AcoB*). Many of these proteins are used as part of a prosthetic group, such as the Fe-S cluster proteins, cytochromes, NADH dehydrogenases and succinyl-CoA synthetase. The assimilation of iron and the induction of genes essential for energy metabolism within the first few minutes of iron becoming available probably reflect essential nutritional needs. In fact, it has previously been observed that iron-containing proteins are upregulated under the iron conditions available in *E. coli* [36], *Campylobacter jejuni* [37], *P. aeruginosa* [29] and *H. seropedicae* [23]. Unexpectedly, NADH-quinone oxidoreductases (*nuoL* and *nuoK*), encoding proteins involved in oxidative phosphorylation, were downregulated by iron limitation. Although the reason why these genes were suppressed by iron starvation is not yet clear, it is reasonable to assume that these NADH-quinone oxidoreductases are necessary and upregulated only in the final phase of the cell respiration process after the first stages of glycolysis and TCA.

A drastic alteration in the expression of genes involved in cell wall or cell membrane biogenesis was observed. Genes encoding glycosyltransferases (*rfaG*), penicillin-binding protein (*mrcA*), lytic transglycosylase (*mltE*) and peptidoglycan-associated lipoprotein (*ompA*) were downregulated. The synthesis of bacterial cell wall peptidoglycan requires glycosyltransferase enzymes to transfer the disaccharide-peptide from lipid II onto the growing glycan chain and later growth for bacterial [38]. Under similar conditions of iron restriction, *Riemerella anatipestifer* CH-1 [39] and *Clostridioides difficile* [40] also showed changes in the genes involved in cell wall biogenesis. On the other hand, *OmpA* production is stimulated under iron-rich conditions, which suggests its potential role in iron metabolism, as observed in *Acinetobacter baumannii* [41].

It is unclear exactly how *G. diazotrophicus* couples flagellar gene expression with iron levels; however, previous studies have shown that several genes (*flaA, flaB, fliD*) appear to be directly regulated by the ferric uptake regulator Fur protein [40,42]. When bound to Fe^2+^, this intracellular iron sensor is capable of binding to *fur* boxes at operator sequences, blocking the transcription of genes involved in many cellular processes besides iron uptake. According to Rouws et al. [43] the *flgA* gene is involved in flagella biosynthesis, motility and biofilm-forming capacity in *G. diazotrophicus*. Repression of motility and chemotaxis genes by iron has been noticed in *Sinorhizobium meliloti* [44], *Acinetobacter baumannii* [45], *Pseudomonas fluorescens Pf- 5* [46], *C. crescentus* [34] and *Aliivibrio salmonicida* [47].

Genes involved in regulation, clustering Fe-S and BNF were found in our analysis. General *NtrBC* nitrogen regulation systems are signal transduction systems that detect and regulate nitrogen status. 

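*ntrX* (GDI_2263) stood at 534 ± 47.3 CPM (SD, n = 3) at 0 µM and 436 ± 45.9 CPM (SD, n = 3) at 37 µM FeCl3. GDI_2262, the neighbouring gene named Hfq in the table, stood at 188 ± 26.9 CPM (SD, n = 3) at 0 µM and 133 ± 18.9 CPM (SD, n = 3) at 37 µM FeCl3. Neither difference passed the test.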

The *ntrX* gene that codes for the sigma-54-dependent *Fis* family transcriptionally showed a high number of transcripts in the absence of iron. Interestingly, a regulator of *nifA* (*nrfA*) [48], showed a higher number of transcripts in the absence of iron. *HesB,* a protein that has the Fe-S_biosyn domain and appears to be involved in the biogenesis of the Fe-S cluster, is regulated in the absence of iron. The *fxdB* gene, which is important for nitrogenase activity, was highly upregulated in the absence of iron. The *nifH* and *nifK* genes involved in the formation of the enzyme complex nitrogenase were identified as downregulated after the initial 30 minutes of available iron. A close relationship between iron homeostasis and BNF has been reported for nitrogen-fixing *H. seropedicae* [49,50], *Cyanobacterium Anabaena* sp. [51] and *G. diazotrophicus* [18]. The high content of iron found in many key proteins involved in nitrogen metabolism [52], limits this iron-uptake process. Therefore, the existence of regulatory interactions between iron and nitrogen metabolisms, probably orchestrated by *fur* [51], may also be a mechanism used by *G. diazotrophicus* to modulate nitrogen fixation in response to iron availability. *fur* gene was upregulated upon iron limitation but missed the cut-off criteria. The Fur protein is a key regulator in iron metabolism and in a previous study, transcript levels of the *fur* gene were downregulated in the presence of iron in PAL5 [18].

T4SS related to conjugation machinery, which generally involves a single-step secretion system and the use of a pilus [53], were downregulated. T4SS is an important component of adaptation, allowing horizontal gene transfer. In this respect, the involvement of transposases in the mobility of DNA is a major factor in the evolution of prokaryotes. Interestingly, seven genes belonging to five families of transposases (IS5/IS1182, IS21, IS110 and IS256 families) were also identified in our analyses as downregulated. These results suggest that iron plays a major role in the adaptation and evolution of *G. diazotrophicus*.

Our expression data indicate that plasticity of transcriptional machinery in *G. diazotrophicus* is represented by the repertoire of regulatory families modulated by iron. More specifically, we found that the *LysR*, *MarR*, *CopG*, *HxlR*, *AsnC*, *GntR*, *MerR*, *Arac* and *NmrA* families are mostly downregulated. Transcriptional regulators of the MarR and LuxR families in *Xylella fastidiosa*, MarR and GntR in *H. seropedicae* are modulated by iron [23,54]. However, some transcriptional regulators have been related to a wide diversity of functions. For example, the LysR-type transcriptional regulator (LTTR) family can be involved in metabolism, cell division, quorum sensing, virulence, motility, BNF, oxidative stress responses, toxin production, attachment and secretion, to name a few [55]. It is still unclear how totally different regulatory families play a very important role in the speciation of these organisms [56], nor how iron affects regulation. 

### 3.3. fur Regulatory Network

Transcriptomic results showed that 8.6% of the PAL5 genome is regulated in response to growth under iron-replete versus iron-depleted conditions. A similar result was obtained in *Neisseria gonorrhoeae* [57]. In silico analysis showed that 112 genes or operons were predicted to contain a *fur* box.

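Table S3 has 113 rows of predicted *fur* boxes, and some genes and sites stand in more than 1 row. The rows hold 97 distinct site starts. Of the 113 rows 91 carry a tag of the expression table, for 83 distinct genes, and the other 22 rows are left out of every comparison here. *cyoA* (GDI_2035) has the site AAAAATAAGACTTATTCTG on the chromosome from 2079951 to 2079969, at a distance of 526 nt from the start codon as the table gives it. The receptor gene GDI_1948 has the site ATTTGGAAAAAATATAATT from 1982998 to 1983016, at a distance of -2507 nt. Distances run from -2507 to 37068 nt, 25 rows have a negative one, and 14 rows lie 600 nt or more from the start codon on either side. With sites under 600 nt on either side only, a choice made after the values were seen, 1 of 62 tested genes was called, against 38 of the 2731 others (2-sided Fisher's exact test, p = 0.586). With sites of 0 to 600 nt only, it was 1 of 54 (2-sided Fisher's exact test, p = 0.535).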

Among the genes within the *fur* box sequences identified in the regulatory region, some encode tonB-dependent receptors, such as *feuA* and *feuB*. In *G. diazotrophicus, feuABC* is organized in an operon and encodes proteins involved in the ABC-type iron transport system [17]. Also noteworthy is the presence of a *fur* box sequence in the regulatory region of the gene group *tonB-exbB-exbD1-exbD2,* between sites −35 and −10, more precisely at 300 bp of the codon initiator of the *tonB* gene [18]. Interestingly, we detected the presence of a *fur* box sequence upstream of a set of 15 genes probably organized in operon (*nuoA-nuoN* and *lao*), which constitute a putative NADH-ubiquinone oxidoreductase and L-amino acid oxidase, chain components of electron transport dependent on NADH, together with cytochrome C.

The occurrence of a *fur* box upstream of a series of *nif* genes suggests that *fur* acts in *G. diazotrophicus* as a regulator in the use of iron as a cofactor for the formation of the iron-protein and iron-molybdenum subunits of the enzyme nitrogenase. These results corroborate those observed in *Acidithiobacillus ferrooxidans* and *Shewanella oneidensis,* where *fur* positively regulates two important genes, *nifS,* an important cysteine desulfurase in the assembly of the Fe-S set and *nifX* a BNF protein important in the formation of the Fe-Mo subunit [58,59]. 

Our search for *fur* boxes in the genome of *G. diazotrophicus* yielded a substantial number of putative boxes that were differentially expressed by transcriptomic analyses. *fur* binding site prediction suggests that *fur* acts mainly as a direct transcriptional repressor in *G. diazotrophicus*, controlling siderophore uptake or other functions likely to be associated with iron metabolism, such as NADH-dependent electron transport and secondary metabolism. In addition, there is evidence that *fur* acts on *G. diazotrophicus* by coordinating the expression of genes involved in essential aspects of endophytic colonization and plant growth promotion. 

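Genes with a *fur* box in Table S3 lay on both sides of 0, with 31 of 69 tested genes higher with iron by their log2 fold change and 38 lower, and a median of -0.06. This list of Table S3 genes, shorter than the set the paper names, did not pass as a whole (camera adjusted p = 0.849, and 0.909 with an estimated correlation). Of the 69, 11 had an unadjusted p under 0.05, and 1 was higher and 1 lower when adjusted over the list alone. limma-voom and DESeq2 each called *cyoA* GDI_2035 alone. GDI_3713, a siderophore receptor gene with a site, was higher in each 37 µM library than in each 0 µM library but did not pass. From the predicted sites, the paper proposes that Fur acts mainly as a direct repressor that controls siderophore uptake and other functions tied to iron metabolism.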

Our results are consistent with those of previous studies on *fur*-mediated regulation in *C. crescentus* [60], *A. ferrooxidans* [59], *N. gonorrhoeae* [61] and *Neisseria meningitidis* [62].

### 3.4. Molecular Characterization of fur from G. diazotrophicus

The generation of *fur* mutants was successfully performed in *E. coli*, *V. cholerae*, *Shigella flexneri*, *N. meningitidis* and *Burkholderia multivorans* [63,64,65,66,67]. However, in *P. aeruginosa*, *P. putida*, *Vibrio anguillarum*, *Neisseria gonorrhoeae*, *N. meningitidis*, *Nitrosomonas europaea* and some Gram-negative bacteria, mutation in the *fur* gene failed, as this event seems to be lethal [68,69,70,71]. The presence of only one copy of the *fur* gene in the *G. diazotrophicus* PAL5 genome may explain the essentiality of this gene for the viability of these bacteria in site-directed mutation events. 

Furthermore, the ability of the functional Fur protein of *G. diazotrophicus* to complement the *E. coli* H1780 *fur* mutant and the presence of *fur* box sequences in several genes reinforce the importance of Fur as a regulatory protein involved in a variety of cellular processes, including iron uptake and homeostasis, a response to oxidative stress and energy metabolism. Our results indicate that the *fur* gene encodes a functional Fur protein from *G. diazotrophicus* since it was able to complement *E. coli* H1780 cells, restoring the Fur phenotype of this strain. Similar results were found for *Nitrosomonas europaea* and *Bradyrhizobium japonicum,* where clones with a functional Fur protein were able to complement the *E. coli* H1780 *fur* mutant [71,72].

The accumulation of siderophores produced by *G. diazotrophicus* PAL5 in the LGI-P medium in the absence of iron was observed in *H. seropedicae,* where this limitation led to a reduction in the ability of the bacterium to transport the Fe^3+^-siderophore complex into the cell [73].

## 4. Materials and Methods

### 4.1. Bacterial Growth

*Gluconacetobacter diazotrophicus* PAL5 was obtained from the Diazotrophic Bacteria Culture Collection at the Biological Research Centre Johanna Döbereiner belonging to Embrapa Agrobiologia, Brazil. *G. diazotrophicus* wild type was grown in LGI-P liquid media [7]. 

The PAL5 strain was cultured in 5 mL of modified LGI-P medium at 30 °C and 180 rpm for approximately 48 h. After this period, a pre-inoculum (1.0 × 10^6^ cells) was suspended in 100 µL of saline solution [0.7% NaCl (*w*/*v*)] and inoculated in flasks containing 250 mL of modified LGI-P medium without the addition of FeCl_3_. The Erlenmeyer flask was then incubated at 30 °C and 180 rpm until the cell density reached the exponential growth phase (0.6 O.D._600_/mL) (Optic density at wavelength 600 nm). Subsequently, cultures were split into aliquots of 25 mL, put into 250 mL flasks and treated with FeCl_3_ (37 µM) or left untreated. This was done to ensure that all cells were in the same growth phase for transcriptome sequencing (RNA-seq) analysis. After 30 min of incubation, the cells were collected (5000 rpm, 10 min, 4 °C) and stored at −70 °C.

### 4.2. RNA-Seq Profiling Experiment

Total RNA was isolated with Trizol in accordance with the manufacturer’s protocol (Life Technologies, Carlsbad, CA, USA) and treated with DNase I (Epicentre, Madison, WI, USA) to remove genomic DNA contamination. RNA purity was quantified using Qubit (Life Technologies). Seven micrograms of total RNA were used for ribosomal RNA (rRNA) depletion with MICROBExpress^TM^ kit (Thermo Fisher Scientific Inc., Idstein, Germany). The efficiency of depletion was evaluated in agarose gel electrophoresis (1%), followed by quantification of the total RNA with an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). A total of 500 ng mRNA was used for the construction of a sequencing library using the standard protocol of the SOLid Total RNAseq Kit (Life Technologies). The libraries were barcoded using the SOLiD Transcriptome Multiplexing Kit (Life Technologies). The emulsion PCR and sequencing were performed according to the Ion One Touch^TM^ 200 Template Kit v2 DL and the Ion PI^TM^ Sequencing 200 Kit v2 using the standard Life Technologies protocols, respectively. The Ion Proton Semiconductor Sequence (Life Technologies) was used to sequence 12 libraries generated from three biological replicates from each independent treatment.

### 4.3. Mapping, Clustering and Quality Control 

FASTQ files generated from sequencing were imported into CLC Bio’s Genomics Workbench v. 6.5 (Aarhus, Denmark). Sequences were then aligned with the genome sequence of *G. diazotrophicus* PAL5 (access number NC_010125.1) [15], via CLC Genomics Workbench version 7.5.1 program (Aarhus, Denmark). Reads containing ≤ 20 bp, and those mapping to rRNA 5S, 16S and 23S genes, were all discarded. The following parameters were used: the reads were trimmed for 20 bp, minimum 90% alignment with the reference sequence and 80% identity for inclusion as mapped read and the number of hits equal 1. 

The genes were considered expressed if more than three times the coverage was present. They were considered to be differentially expressed genes when the fold change was bigger than 1.2 or smaller than −1.2 and the *p*-value was smaller than 0.05 by *t*’ test. Visualizations were performed using Circos [74]. Gene ontology analysis was performed using the bioinformatics tool Blast2GO (https://www.blast2go.com/) (accessed on 10 May 2022) [75]. The genes were function classified by COG (Clusters if Orthologous Groups of proteins, (http://www.ncbi.nlm.nih.gov/COG) (accessed on 10 May 2022) [76].

### 4.4. Real-Time Quantitative (RT-qPCR) Validation

The isolated RNA sequencing samples were also used to perform a real-time quantitative (RT-qPCR) analysis. The cDNAs were synthesized using a Superscript™ III Reverse Transcriptase kit (Invitrogen, CA, USA). Gene expression was quantified using the GoTaq^®^ qPCR Master Mix (Promega, WI, USA) on a 7500 Fast Real-Time PCR System (Applied Biosystems, Foster City, CA, USA). Primer3 plus software [77] was used to design the primers. The *rhO* and *rpoD* genes were used as reference genes for RT-qPCR [78] and the relative gene expression was determined using qBase v.1.3.5 [79]. The Cq values from the genes evaluated in this study were obtained from Miner software (http://miner.ewindup.info/) (accessed on 10 May 2022). The PCR reaction consisted of 7.5 μL of GoTaq^®^ qPCR Master Mix. Different concentrations of forward and reverse primers (Table S4) and 5.0 μL of 1:20 diluted cDNA template in a total volume of 15 μL were used. Cycling was performed using the default conditions of the 7500 Software v 2.0.5: 2 min at 95 °C, followed by 40 cycles of 20s at 95 °C and 30s at different temperatures. All RT-qPCR assays were carried out using three technical replication and non-template controls, as well as three independent cDNA syntheses. 

### 4.5. In Silico Searching for fur Binding Sites (fur Boxes)

The genome of *G. diazotrophicus* [15] was used for in silico *fur* Boxes searching with the Virtual Footprint online framework program [80]. The searches were carried out using the pre-existing *E. coli* (64-mer) and *P. aeruginosa* (16-mer) matrix [81]. The matrix was used to search the genome of *G. diazotrophicus* using a 19 bp sliding window. To further reduce the number of false positives, this initial pool of *fur* box candidates was culled by including only those that: (i) were located <600 nt from the proposed initiation of translation of the potential target gene and (ii) exhibited conservation of key nucleotides known to be protected by *fur* binding. Logos were generated using the web-based application available at http://weblogo.berkeley.edu/logo.cgi (accessed on 10 May 2022) [82].

### 4.6. Generation of fur Insertional Mutants of G. diazotrophicus

Two constructs carrying single Tn5 insertions at different positions inside the *fur* gene were selected and introduced into *G. diazotrophicus,* as described [18]. Putative transformants were selected in Dygs plates containing the selective antibiotics kanamycin (200 µg mL^−1^) and/or ampicillin (400 µg mL^−1^) [82,83].

### 4.7. Evaluation of the Production of Siderophores

The chromeazurol (CAS) assay was described by Schwyn and Neilands [84]. Briefly, 60.5 mg of CAS was dissolved in 50 mL of deionized water and mixed with 10 mL of a Fe^3+^ solution (1 mmol·L^−1^ FeCl_3_·6H_2_O, 10 mmol·L^−1^ HCl). While stirring, this solution was slowly mixed with 72.9 mg of hexadecyltrimethylammonium bromide (HDTMA), previously dissolved in 40 mL water. The resulting dark-blue solution was autoclaved, cooled to 50/60 °C, mixed with 900 mL sterile LGI-P and subsequently inoculated with bacterial strains and incubated in the dark (28 °C for 5 days).

### 4.8. Fur Titration Assays (FURTA)

Plasmids (Table S5) were introduced into *E. coli* H1780 (*fur* inactivated) strains [64] and *lacZ* expression was assessed by visualization of a change in colony color from white to red on MacConkey lactose plates (BD Difco™, Rockville, MD, USA) supplemented with 30 μM ferrous ammonium sulfate. Plates were examined after 24 h of growth at 37 °C. The assays were performed in triplicate for each sample. Evaluation of the activity of the β-Galactosidase enzymes to *E. coli* H1780 strains, H1780 (pGGdfur) and H1780 (pGGd*fur*Tn5), was carried out after they were grown in two different conditions: medium minimum M9 liquid supplemented with iron and minimum M9 liquid medium with low iron availability due to the addition of 2 2′dipyridyl (2,2′-DIP).

## 5. Conclusions

In this study, the transcriptomic analysis provided an overview of the physiological strategies that *G. diazotrophicus* strain PAL5 employs for survival in iron-limiting conditions. Interestingly, the early transcriptional response of *G. diazotrophicus* goes beyond uptake and storage systems, encompassing T4SS, flagella, pili, chemotaxis, BNF and some transport proteins. This suggests that iron-sensing might be important in the early stages of plant colonization, in competition against other endophytes and in effective plant growth promotion. This characterized the *fur* transcriptional regulator and the identification of its regulon in the PAL5 strain, pointing to a model where *fur* controls the transcription of genes involved in iron homeostasis. The data in this study were useful for identifying genes involved in iron utilization in *G. diazotrophicus* and for shedding light on the adaptation mechanisms of iron-limited environments.

## Figures and Tables

**Figure 1:**
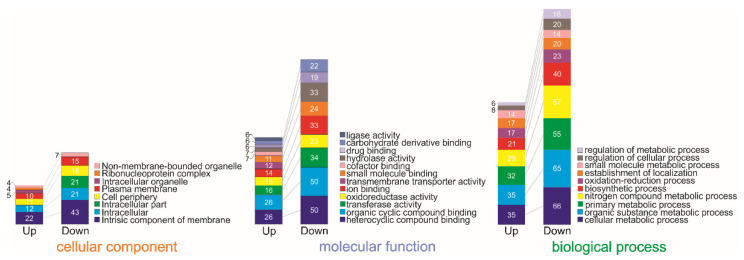
Functional classification of differentially expressed genes according to GO.

**Figure 2:**
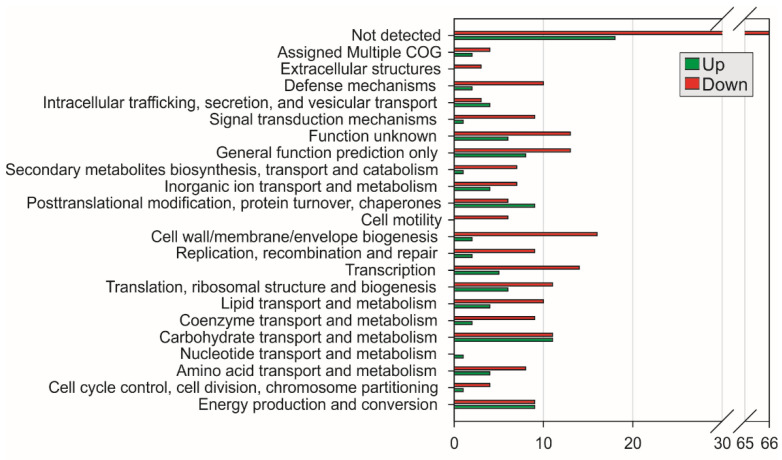
Functional classification of genes upregulated and downregulated in strain PAL5 grown under either iron or iron-depleted conditions. The genes were classified according to function by COG (Clusters of Orthologous Groups of proteins) (http://www.ncbi.nlm.nih.gov/COG (accessed on 10 May 2022)).

**Figure 3:**
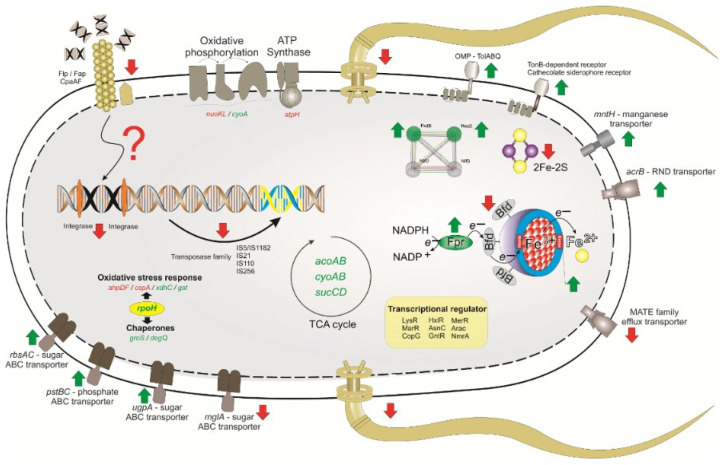
Overview of the major *Gluconacetobacter diazotrophicus* strain PAL5 metabolic pathways and functions differentially expressed in response to iron availability. Green arrows indicate general overexpression, while red arrows signal under expression.

**Figure 4:**
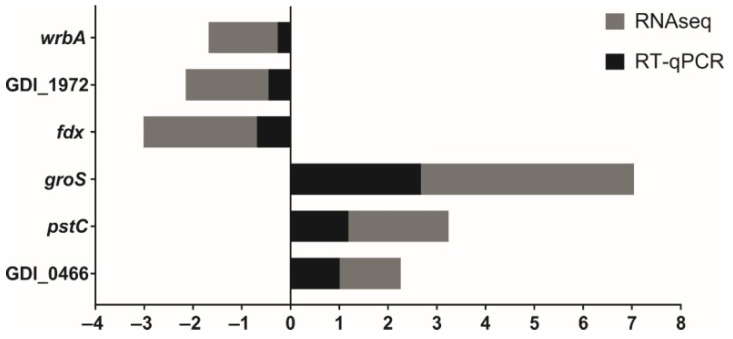
Expression pattern comparing RNA-seq and RT-qPCR analysis.

**Figure 5:**
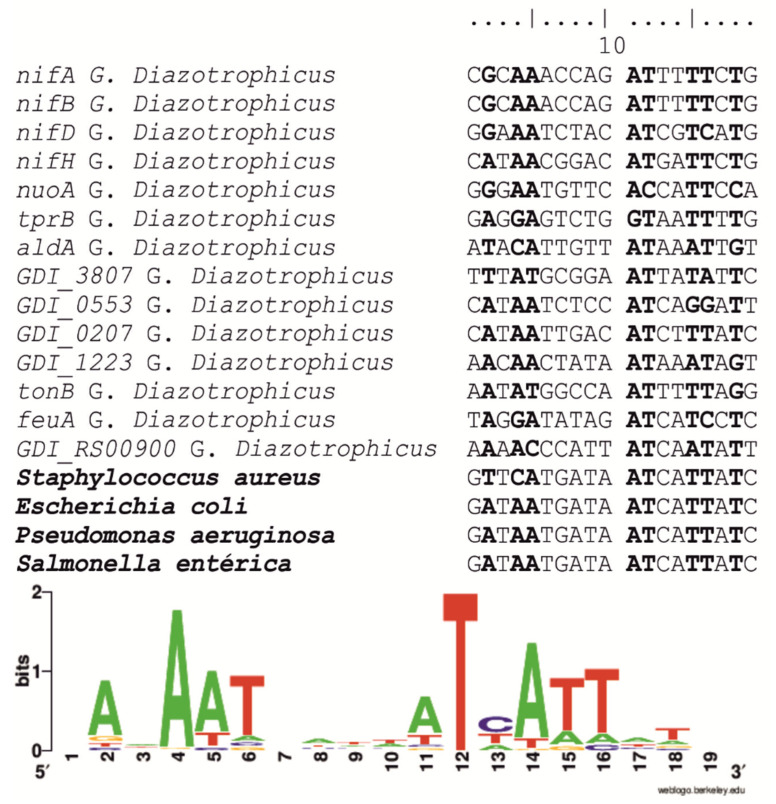
DNA sequence representing *G. diazotrophicus fur*-binding site. (Upper). Pairwise alignment of the derived *fur* box consensus sequences of *S. aureus*, *E. coli*, *P. aeruginosa S. enterica* and *G. diazotrophicus*. (Lower). Sequence logo of the *fur* box of *G. diazotrophicus* derived from bioinformatics and RNA-seq analyses. Base frequencies at each position were determined using WebLogo.

**Figure 6:**
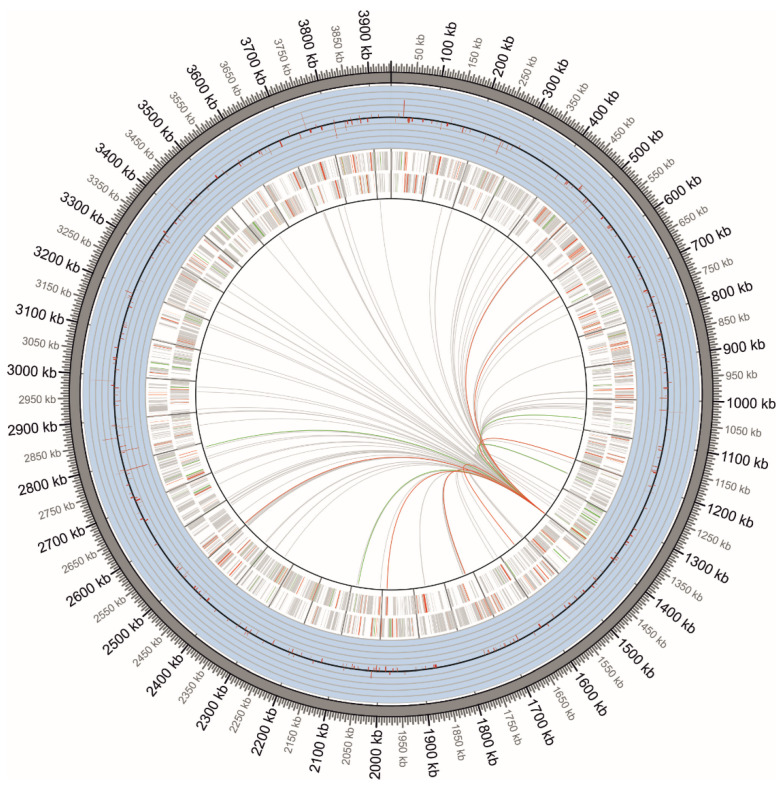
Circular representations of the *G. diazotrophicus* chromosome PAL5 showing transcriptome responses in the absence and presence of iron. On the chromosome, the outermost ring indicates the total transcriptome changes at the gene level, with the dark gray line representing the baseline and the light gray lines representing the fold-change changes. The two innermost rings indicate the genes in the forward and reverse chains. The green (up), red (down) and gray (non-expression) lines in the center indicate the regions likely to be regulated by the *fur*.

**Figure 7:**
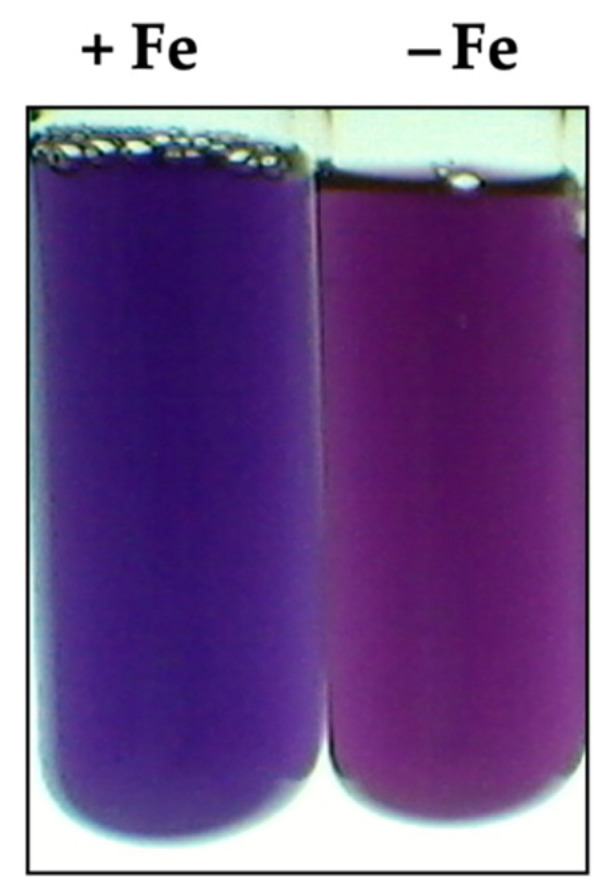
Production of siderophores by *G. diazotrophicus* PAL5 strains in response to iron availability.

**Figure 8:**
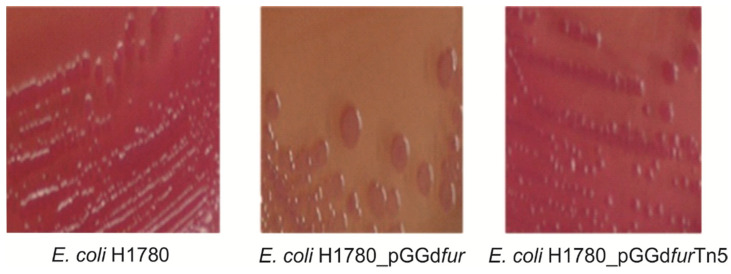
Fur Titration Assays (FURTA). Complementation of an *E. coli fur* mutant H1780 by *G. diazotrophicus fur* homologs. β-Galactosidase activity of *E. coli* H1780 cells containing the indicated plasmid plated in McConkey medium with 30 μM Fe supplement. All determinations are the means of at least three experiments, each in triplicate (Leica L2 stereoscope, magnification ×16).

**Figure 9:**
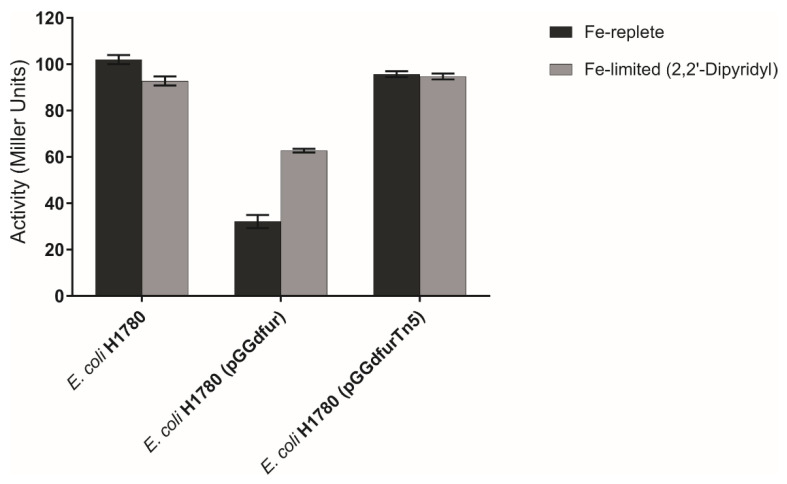
β-Galactosidase activity of *E. coli* H1780 cells containing the indicated plasmid and grown in M9 minimum medium liquid supplemented with iron and with low iron availability through the addition of 2,2′-DIP. All determinations are the means of at least three experiments (each in triplicate).

## Data Availability

RNA-Seq data have been deposited in the NCBI’s Gene Expression Omnibus (GEO) database [85] under the serial accession number GSE164445.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23158533/s1.

# Supplementary material for: Transcriptomic Response of the Diazotrophic Bacteria Gluconacetobacter diazotrophicus Strain PAL5 to Iron Limitation and Characterization of the fur Regulatory Network
**Source:** Int J Mol Sci. 2022 Aug 1;23(15):8533. doi: 10.3390/ijms23158533
**Supplement:** Supplementary file 1

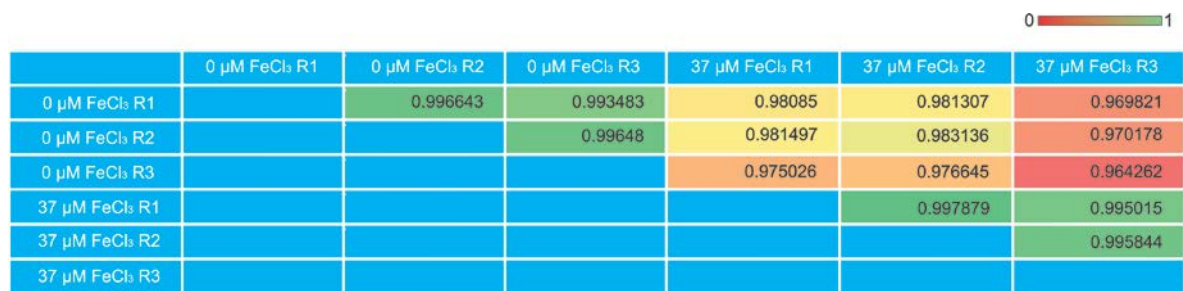

Figure S1. Correlation matrix of unique gene reads between biological replicates according to the identification of differentially expressed genes through transcriptomic analysis.

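The figure compares libraries of 1 treatment by the reads of each gene. On log2 CPM, where abundant genes weigh less, r was 0.966 to 0.981 within 0 µM FeCl3, 0.959 to 0.965 within 37 µM FeCl3 and 0.953 to 0.971 between treatments. Without the 20 most abundant genes the raw values were 0.970 to 0.989, 0.972 to 0.992 and 0.943 to 0.983.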

# Supplementary material for: Transcriptomic Response of the Diazotrophic Bacteria Gluconacetobacter diazotrophicus Strain PAL5 to Iron Limitation and Characterization of the fur Regulatory Network
**Source:** Int J Mol Sci. 2022 Aug 1;23(15):8533. doi: 10.3390/ijms23158533
**Supplement:** Supplementary file 1

Table S1. Data from the RNAseq analysis for *G. diazotrophicus* strain PAL5 grown in the presence and the absence of iron.

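Table S1 of the paper follows the reads of each library from sequencing through the removal of rRNA reads to mapping on the PAL5 genome. By its values, 21.9% to 51.3% of the reads of a library were left after rRNA removal.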

**Samples**	**Number of reads for each biological replicate**	**Number of reads after removal of rRNAs**	**Number of reads mapped exclusively in the genome of the strain PAL5**
0 μ M FeCl ₃ R1	3,519,415	902,167	461,910
0 μ M FeCl ₃ R2	4,929,282	1,277,238	613,074
0 μ M FeCl ₃ R3	6,735,220	1,790,305	823,540
**Total**	**15,183,917**	**3,969,710**	**1,898,524**
37 μ M FeCl ₃ R1	5,109,801	1,873,467	805,591
37 μ M FeCl ₃ R2	3,761,570	822,848	378,510
37 μ M FeCl ₃ R3	4,722,612	2,422,989	1,090,345
**Total**	**13,593,983**	**5,119,304**	**2,274,446**

The reads were mapped to the genome of *G. diazotrophicus* strain PAL5 with the CLC Genomics Workbench v.7.5.1 software, with a minimum length of 90% and similarity of 80. The numbers R1, R2 and R3 refer to the replicates of the biological samples of 0 μ M and 37 μ M FeCl₃.

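The reads assigned to genes in the deposited table were 26.5% (37 µM FeCl3 R1) to 80.6% (0 µM FeCl3 R2) of the mapped reads that Table S1 of the paper gives for the same library. Genes with at least 1 read numbered 3405 to 3515 per library.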

# Supplementary material for: Transcriptomic Response of the Diazotrophic Bacteria Gluconacetobacter diazotrophicus Strain PAL5 to Iron Limitation and Characterization of the fur Regulatory Network
**Source:** Int J Mol Sci. 2022 Aug 1;23(15):8533. doi: 10.3390/ijms23158533
**Supplement:** Supplementary file 1

Table S4. Primers used for validation of RNA-seq transcriptome by RT-qPCR.

Gene	Forward sequence (5'-3')	Amplicon<br>length<br>(bp)	Primer<br>concentration<br>(pmol)	Annealing<br>temperature<br>(°C)
	Reverse sequence (5'-3')			
<i>pstC</i>	GATTCTGGTTCTGATGGGCG	98	500	60
	ACACCGTGCTCCACACAAAC			
<i>fxdB</i>	CCGAGGACGAGGAAGACATG	80	500	60
	GGTCATCACGATCTGGCAGC			
<i>groS</i>	CGAACAGGTCGGATTCCTT	82	500	60
	GTCCTGTTCGGGAAATGGT			
<i>wrbA</i>	GCATCTGGCCCTGGAAATTATA	79	300	60
	CCTGTTCTCCGTCATCACCAA			
GDI_1972	CGATCTGGCTGGTCGAATGA	87	300	60
	TCCACAGTATTTCGGGCAC			
GDI_0466	CGACCCCGAGATCATCATC	94	300	60
	CTTGACCACGGATTTGAACG

# Supplementary material for: Transcriptomic Response of the Diazotrophic Bacteria Gluconacetobacter diazotrophicus Strain PAL5 to Iron Limitation and Characterization of the fur Regulatory Network
**Source:** Int J Mol Sci. 2022 Aug 1;23(15):8533. doi: 10.3390/ijms23158533
**Supplement:** Supplementary file 1

Table S5. Bacterial strains, plasmids and primers used in this study

Strains, plasmids and primers	Description and/or sequence	Source or reference
**Strains**		
<i>G. diazotrophicus</i> PAL5 ^T	Wild-type (BR11281)	Embrapa Agrobiology Culture Collection
<i>E. coli</i> DH10B	F– <i>mcrA</i> Δ(<i>mrr-hsdRMS-mcrBC</i>) Φ80 <i>lacZ</i> ΔM15 Δ <i>lacX74 recA1 endA1 araD139</i> Δ(<i>ara leu</i>) 7697 <i>galU galK rpsL nupG</i> λ–	Invitrogen™
<i>E. coli</i> H1780	<i>araD139</i> Δ <i>aargF-lacU169rpsL150 relA1 flbB5301deoC1 ptsF25 rbsR</i> <i>fiu::lacZ</i> fusion lacking Fur	Hantke, 1987
<i>E. coli</i> H1780 (pGG <i>dfur</i>)	<i>E. coli</i> H1780 carrying <i>Gdfur</i>	This study
<i>E. coli</i> H1780 (pGG <i>dfurTn5</i>)	<i>E. coli</i> H1780 carrying <i>GdfurTn5</i>	This study
**Plasmids**		
pGEM®-T easy	High copy-number cloning vector; Amp ^R	Promega
p <i>Gdfur</i>	pGEM®-T easy containing <i>Gdfur</i> ; Amp ^R	This study
p <i>Gdfur::Tn5_A</i>	pGEM®-T easy containing <i>Gdfur::Tn5</i> ; Kan ^R	This study
p <i>Gdfur::Tn5_B</i>	pGEM®-T easy containing <i>Gdfur::Tn5</i> ; Kan ^R	This study
**Primers**		
<i>Gdfur</i> -F	5′ – AGCATATGGTAGCGGCAGGCGAGGC – 3′	This study
<i>Gdfur</i> -R	5′ – CGAAGCTTGCCGCCGTGATTCATCCTTG – 3′	This study

How the deposited data were processed for this re-analysis (not part of the article)

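The data are 6 RNA-seq libraries of G. diazotrophicus PAL5, 3 biological replicates at 0 µM FeCl3 and 3 at 37 µM FeCl3, taken after 30 min. The paper says that cultures were split into aliquots for the treatments, but does not tie the replicate numbers to a culture. No 2 libraries of a treatment differed by less than the sampling noise of their reads, so none is a repeat deposit of another. This cannot show that they come from separate cultures. Each is counted as 1 biological replicate, as the labels number them. The methods of the paper count more libraries than the 6 given, and how those relate is not stated.

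The authors depleted the RNA of rRNA, sequenced it on an Ion Proton instrument, trimmed the reads, discarded reads of rRNA and mapped the rest to the chromosome and both plasmids with CLC Genomics Workbench. They deposited counts, the whole-number reads of 3700 genes in each library, with no normalization. The deposited RPKM values divide these reads by gene length and by the sum of the gene reads of the library, with no other scaling between libraries, which was checked by rebuilding them. The deposited fold change is a signed score: the ratio of the mean RPKM of both treatments, with a minus sign where the 0 µM mean is the larger. The deposited p-value of the authors compares the RPKM of the 3 + 3 libraries gene by gene, assumes equal variances and is not adjusted for the number of genes; rebuilding it gave the same values. The deposited table has 1 column of reads per library. No gene named rRNA or tRNA takes reads in it (0% of each library), and plasmid genes take 0.0227% to 0.0384%.

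Counts were analysed in R 4.3.3 with edgeR 4.0.16: TMM factors, filterByExpr at its defaults, a quasi-likelihood fit with robust dispersions, and Benjamini-Hochberg adjustment over the 2793 genes kept, at 0.05. Standard errors of log2 fold changes are the fold change divided by the square root of the F statistic. The biological coefficient of variation was 0.108. A fold is 37 µM over 0 µM FeCl3. With 3 libraries against 3, the smallest 2-sided p of an exact permutation test is 0.1, so genes were tested only with models that share the spread across genes. Adjusted p-values of lists come from camera in limma 3.58.1 on log2 CPM with a prior count of 2, a preset correlation of 0.01 and lists of at least 5 tested genes. Those named as fry come from a second test of the same lists. Of 37 lists 34 were tested. Shares have 95% Clopper-Pearson intervals, which cover counting error only. DESeq2 1.42.0 and limma-voom were run as other tools; DESeq2 gave no adjusted p for 2274 genes, which were left without one. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The test was tried on simulated counts of the 2793 genes, with 200 genes changed.

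The main test, the gene lists, the rule for genes the text names and most alternatives were set before the deposited reads were examined. The rule takes every gene the paper names by tag or by a symbol matched in the table, the 10 largest and 10 smallest log2 fold changes among called genes whose groups do not overlap, the 10 called genes of highest level, and the 4 members of smallest p of each list. Table S3 and the first part of Table S2, with the authors' fold changes, had been seen when the gene lists and the rule were written. The lists were therefore not chosen blind to these libraries. Genes outside the rule are named where they are the few members behind a count; they were chosen after their values were seen. Symbols of the paper with no match in the table are not reported. In 2 lists a pattern that excludes genes by letters was applied with attention to capitals, after it had removed unrelated product names. An abundance-trend correction, DESeq2 without independent filtering and a limit of 600 nt on either side for Fur sites were added after seeing the data. The check of whether replicate numbers pair the libraries, by a rule set beforehand, was printed in the same run as the calls of the fit with a block. By that rule, a correlation over 0.1, pairing was not shown. Counting error lowers these correlations, so the rule does not exclude pairing. Alternatives covered the scaling, the tool, the count filter, a block, RPKM in place of counts, thinning to the smallest library and leaving out each library. A total count beside unique counts was listed as an alternative and could not be run, since the table has 1 column of reads. Sites of Fur were taken from Table S3 as printed; no genome sequence was used here. The RT-qPCR, siderophore and complementation experiments were not analysed here.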

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

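The genes below changed with iron by edgeR and lie outside those the paper's text discusses. They were picked out only after the result was seen. Each also passes the paper's thresholds in the authors' deposited table, as do 38 of the 39 called genes. GDI_2420, which encodes a transcriptional regulator, fell, with a log2 fold change of -1.80 (standard error 0.31, edgeR adjusted p = 0.00569), and passed with each library left out in turn (edgeR adjusted p from 7.9e-04 to 0.0395). GDI_3600, for a DNA helicase, fell by 1.37 on the log2 scale (log2 fold change -1.37, standard error 0.28, edgeR adjusted p = 0.00650) and passed with each library left out in turn (edgeR adjusted p from 0.0124 to 0.0421). GDI_0253, for a CMD domain protein, fell (log2 fold change -1.12, standard error 0.18, edgeR adjusted p = 5.7e-04), passed with each library left out in turn (edgeR adjusted p from 5.9e-05 to 0.0133), and was 1 of 3 genes that limma called on log2(RPKM + 1). GDI_1157, for a serine hydrolase, fell (log2 fold change -1.12, standard error 0.20, edgeR adjusted p = 0.00182) and passed with each library left out in turn (edgeR adjusted p from 0.00337 to 0.0133). GDI_0829, for a hypothetical protein, fell (log2 fold change -1.02, standard error 0.17, edgeR adjusted p = 8.8e-04) and passed with each library left out in turn (edgeR adjusted p from 2.5e-04 to 0.0197).

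GDI_RS00745, for an alpha-glucan phosphorylase, fell (log2 fold change -1.18, standard error 0.26, edgeR adjusted p = 0.0107) but did not pass without 0 µM replicate 3 or 37 µM replicate 1 (edgeR adjusted p from 0.00677 to 0.197 over the 6 fits that leave out 1 library). GDI_0038, for a fusaric acid resistance protein, fell (log2 fold change -1.08, standard error 0.25, edgeR adjusted p = 0.0182) but did not pass without 0 µM replicate 2 or 3 or 37 µM replicate 3 (edgeR adjusted p from 0.0244 to 0.153 over the 6 fits that leave out 1 library). GDI_0763, for a hypothetical protein of 11.8 reads per library, rose (log2 fold change 1.59, standard error 0.40, edgeR adjusted p = 0.0355) but did not pass without 0 µM replicate 2 or 3 or 37 µM replicate 1 or 2 (edgeR adjusted p from 0.00401 to 0.283 over the 6 fits that leave out 1 library). GDI_RS00610, for a CcdB-like toxin, rose (log2 fold change 1.20, standard error 0.29, edgeR adjusted p = 0.0258) but did not pass without 0 µM replicate 1, 2 or 3 or 37 µM replicate 1 or 3 (edgeR adjusted p from 0.0359 to 0.188 over the 6 fits that leave out 1 library). The cause of these changes was not tested.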

How the results depend on the processing

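DESeq2 without independent filtering, the abundance-trend correction and Fur sites under 600 nt on either side were chosen only after the result was seen. Depth limits these results: the libraries hold 213842 to 519958 reads, 907 genes were not tested, and in simulation 19 of 67 changes of 0.5 on the log2 scale were recovered. Many calls were lost with 1 library left out. The count of 39 genes then ran from 12 to 74, those higher from 0 to 44 and those lower from 12 to 30. Each was lowest without 0 µM replicate 3 and highest without 37 µM replicate 3. These fits have fewer libraries, so a lost call can come from lower power as well as from the library left out. The cause of the changes below was not tested.

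The counts kept within 1.5 times of 39, 17 and 22 under the other size factors, limma-voom, no count filter and a filter of 10 counts. DESeq2 called 20 genes, 7 of them lower, and gave 199 at the paper's thresholds against 386; of the genes named in the text it called 20 against 39. DESeq2 without independent filtering called 24, 9 of them higher. With limma on log2(RPKM + 1) 3 genes were called, 0 higher and 3 lower, on log2(RPKM + 0.1) 2, 0 higher and 2 lower, and with a mean RPKM of at least 10 3, 0 higher and 3 lower. On these scales 3, 2 and 3 of the named genes were called, and 1, 0 and 1 of the RT-qPCR genes against 3. RPKM here is scaled by the library total, and its median log2 fold change was -0.09. After thinning to the smallest library 21 genes were called, 6 of them higher, with 20 of the named genes and 1 of the RT-qPCR genes. The abundance-trend correction left 10 genes higher. With 1 library left out, 11 to 52 of the named genes and 1 to 3 of the RT-qPCR genes were called, and 280 to 412 genes stood at the paper's thresholds.

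Of tested genes with a Fur site in Table S3 2.90% were called, above the share of other genes. This share rests on 2 genes. It was 0% on log2(RPKM + 1), log2(RPKM + 0.1) and log2(RPKM + 1) with a mean RPKM of at least 10. Only 3, 2 and 3 genes were called in all on these scales, so 0% there says little. The share was also 0% after thinning and without 0 µM replicate 1, 2 or 3 or 37 µM replicate 1. Without 37 µM replicate 3 it was 1.49%, below the share of other genes. With sites under 600 nt on either side it was 1.61%, above that of other genes. Camera called 1 list; limma-voom called 3, the block with a length correction 2, camera with an estimated correlation 0, fry 0, fry's test for mixed directions 22 of 34, and fits without 1 library 0 to 3 (3 without 0 µM replicate 1, 0 without 37 µM replicate 2, 3 without 37 µM replicate 3). The mean correlation of replicates was 0.989 on reads, 0.967 on log2 CPM and 0.980 without the 20 most abundant genes.

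The libraries share replicate numbers but no stated pairing: the correlations of same-numbered libraries were 0.0219 to 0.0488, of which 0 of 3 were over 0.1, though 6 of 6 libraries correlate best with their own number, a hint from the data and not the design. With the replicate number as a block 42 genes were called, 14 higher and 28 lower, 35 of them among the 39. The other 4, GDI_3347, GDI_3340, GDI_3087 and GDI_2572, had edgeR adjusted p of 0.0536, 0.0570, 0.0537 and 0.0633 in this fit. With the block and a gene length correction 49 were called, 22 higher and 27 lower. At the paper's thresholds the block gave 184 higher and 216 lower, and the block with the length correction 241 higher and 167 lower.

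For the 141 genes the text names, 2276 of 2570 values under an alternative kept their direction and side of the threshold, 247 lost a call, 47 gained one and 0 turned a called direction. A further 15, counted among those kept, changed sign without a call under either setting. Total gene reads were not run, as only 1 column of reads is given, and DESeq2 gave no value for the RT-qPCR genes, whose adjusted p it left out.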

Differences from the paper's values

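In this part the list of genes with another direction than the paper's was drawn up after the results were seen; the alternatives named were set before the data were examined. The paper counts 96 genes as upregulated at its thresholds, a fold of 1.2 and p under 0.05, and words this as after exposure to iron-limiting conditions. The authors' deposited table has 95 such genes higher with iron and 228 lower, so the 96 are set here against genes higher with iron, the reverse of that wording; the edgeR fit gave 184. A count is taken to differ where it is over 1.5 times the paper's. The count is within 1.5 times of the paper's, though above it, under DESeq2 (102), a filter of 10 counts (143), log2(RPKM + 1) (100), log2(RPKM + 0.1) (104), log2(RPKM + 1) with a mean RPKM of at least 10 (100), thinning (133), and without 0 µM replicate 2 (137) or 3 (142). It is over 1.5 times the paper's under RLE size factors (184), the upper quartile (164), TMM without the 20 most abundant genes (190), limma-voom (178), no count filter (215), the replicate block (184), the block with a length correction (241), and without 0 µM replicate 1 (187) or 37 µM replicate 1 (191), 2 (196) or 3 (175).

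The paper gives a lowest squared correlation between replicates above 0.99, and the reads of the table gave 0.963. It also differs on log2 CPM (0.920) and without the 20 most abundant genes (0.940). The paper's Table S1 gives 461910 mapped reads for 0 µM replicate 1, 823540 for 0 µM replicate 3, 805591 for 37 µM replicate 1 and 1090345 for 37 µM replicate 3, where the reads assigned to genes were 226441, 519958, 213842 and 435599. These are different measures, and no alternative changes the reads of a library.

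The paper states that transposase genes were upregulated in its results and downregulated in its discussion; of 19 tested 1 was lower and none higher (GDI_1570, log2 fold change -0.97), and 5 lay above 0 and 14 below. In the authors' deposited table 7 transposase genes pass the paper's thresholds, 1 higher and 6 lower with iron. It lists *omp* GDI_0807 among genes higher with iron, while it also gives it more transcripts without iron; its log2 fold change was -0.65, lower with iron. It has *cheD*, here matched to GDI_1690, as upregulated without naming the condition, where the value was -0.45, lower with iron, and did not pass. It has *bcp* GDI_2772 as downregulated, where the reads were 1, 0 and 0 reads in 0 µM replicates 1, 2 and 3 and 2, 2 and 4 reads in the 37 µM replicates 1, 2 and 3. In its discussion heat shock genes are upregulated by iron limitation, where 22 of 31 tested lay above 0 and 9 below, with none called. There it also has *nuoK* GDI_3310 as downregulated by iron limitation, where the authors' deposited fold is -2.50, lower with iron. It describes *tonB* and *exbD* as higher under iron limitation below its thresholds; *tonB* GDI_1383 had 0.20, and the *exbD* genes GDI_1385 and GDI_1386 had 0.08 and -0.05. It has flagellar genes as lower in the absence of iron; *fliQ* GDI_1658, *flhB* GDI_1660, *fliG* GDI_1677 and *fliP* GDI_1681 had -0.72, -0.46, -0.55 and -0.44, higher without iron.

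Of the genes the paper names, 58 were tested, of which 10 were called by edgeR and 37 had an unadjusted p under 0.05; 57 of the 58 had the sign of the authors' deposited fold. Some that the paper calls were called only under another setting. GDI_0807 was called, lower with iron, under the upper quartile, DESeq2, limma-voom, no count filter, a filter of 10 counts, the replicate block with and without a length correction, and without 37 µM replicate 1, 2 or 3. *fiu*, *exbB*, *fpr*, *rbsC*, *rpoH* and GDI_1318 were called higher without 37 µM replicate 3, GDI_0605 higher without 0 µM replicate 1, *fliG* lower without 0 µM replicate 1, and *mrcA* lower with no count filter. Of the authors' 323 genes 277 were tested here, all 277 with the same sign, and 196 also met the paper's thresholds in the edgeR fit. Adjusted over the tested genes, the p-values of the authors' deposited table leave 1 gene, GDI_3713 (Benjamini-Hochberg adjusted p = 0.0148). Its deposited fold of 1.196 is under 1.2, so it is not among the 323, and none of the 277 tested here was left.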

Other observations

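The tests of scaling by the library total, of the 20 most abundant genes and of other splits for the 39 called genes were chosen only after the result was seen, as was the choice of the genes named in this part outside the lists. What would count for scaling by the library total was set after the edgeR share was known. Scaling, the abundance shift, genes of few reads, counting error and abundant genes were read as open only after their values were seen. Each of 4 single genes rose with iron. GDI_2258, for arginine synthesis, had a log2 fold change of 0.87 (standard error 0.19, edgeR adjusted p = 0.0106), GDI_3087, for leucine synthesis, had 0.46 (standard error 0.12, edgeR adjusted p = 0.0357), and GDI_2572, for methionine synthesis, had 0.48 (standard error 0.13, edgeR adjusted p = 0.0493). GDI_3089, for the tRNA methyltransferase TrmD, had a log2 fold change of 0.59 (standard error 0.14, edgeR adjusted p = 0.0181). GDI_2258 did not pass without 0 µM replicate 2 or 3 (edgeR adjusted p from 0.00375 to 0.162 over the 6 fits that leave out 1 library), and GDI_3087 did not pass without 0 µM replicate 2 or 3 or 37 µM replicate 1 or 2 (edgeR adjusted p from 0.0358 to 0.279 over the 6 fits that leave out 1 library). GDI_3089 did not pass without 0 µM replicate 2 or 3 or 37 µM replicate 3 (edgeR adjusted p from 0.0156 to 0.171 over the 6 fits that leave out 1 library), and GDI_2572 did not pass with any 1 library left out (edgeR adjusted p from 0.0609 to 0.224). GDI_2572 did not pass with upper quartile scaling, a filter of 10 counts or after thinning in edgeR (adjusted p = 0.0581, 0.0550 and 0.0602), nor with DESeq2 (0.0563) or limma-voom (0.0567). Of 54 ribosomal protein genes 1 was higher, and 5 were higher and 2 lower when adjusted over the list alone (camera adjusted p = 0.128, and 0.783 with an estimated correlation). GDI_3393, for L24, had a log2 fold change of 0.43 (standard error 0.12, edgeR adjusted p = 0.0819), and GDI_3379, for L17, had -0.41 (standard error 0.12, edgeR adjusted p = 0.105). The list was called higher without 37 µM replicate 3 (camera adjusted p = 0.0379), where GDI_3387 and GDI_3401 were called with the S10 gene; GDI_3387 was also called without 0 µM replicate 1, GDI_3379 and GDI_1770 were called lower without 37 µM replicate 1, and no ribosomal gene was called without 0 µM replicate 2 or 3.

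Among single genes GDI_2872, for a hypothetical protein, fell (log2 fold change -0.80, standard error 0.16, edgeR adjusted p = 0.00517), as did GDI_1926, for a septation inhibitor (log2 fold change -0.77, standard error 0.15, edgeR adjusted p = 0.00946), and GDI_1209, for a hypothetical protein (log2 fold change -0.83, standard error 0.18, edgeR adjusted p = 0.0106). GDI_3134, for an arsenate reductase, fell (log2 fold change -0.97, standard error 0.21, edgeR adjusted p = 0.00946), and so did GDI_0726, for a uracil-DNA glycosylase (log2 fold change -0.96, standard error 0.24, edgeR adjusted p = 0.0304), and GDI_3351, for a nucleoside polyphosphate hydrolase (log2 fold change -0.95, standard error 0.24, edgeR adjusted p = 0.0331). GDI_RS17495, for a hypothetical protein, rose (log2 fold change 0.47, standard error 0.11, edgeR adjusted p = 0.0244), and GDI_3023, for a lipoprotein-releasing subunit, fell (log2 fold change -0.63, standard error 0.14, edgeR adjusted p = 0.00999). GDI_2872 and GDI_1209 were lost without 0 µM replicate 3 (edgeR adjusted p = 0.0601 and 0.233), and GDI_1926 did not pass without 0 µM replicate 2 or 37 µM replicate 1 (edgeR adjusted p from 7.9e-04 to 0.0781 over the 6 fits that leave out 1 library). GDI_3134 did not pass without 0 µM replicate 2 or 3 or 37 µM replicate 1 (edgeR adjusted p from 0.00276 to 0.0916 over the 6 fits that leave out 1 library), and GDI_0726 did not pass without 0 µM replicate 1 or 2 or 37 µM replicate 1, 2 or 3 (edgeR adjusted p from 0.0375 to 0.277 over the 6 fits that leave out 1 library). With limma-voom GDI_0726 (adjusted p = 0.0670) and GDI_3351 (0.0504) did not pass. GDI_3351 did not pass with any 1 library left out (edgeR adjusted p from 0.0572 to 0.147), GDI_RS17495 did not pass without 0 µM replicate 1, 2 or 3 or 37 µM replicate 1 or 2 (edgeR adjusted p from 0.00747 to 0.224 over the 6 fits that leave out 1 library), and GDI_3023 did not pass without 0 µM replicate 3 or 37 µM replicate 1 or 2 (edgeR adjusted p from 1.2e-04 to 0.0984 over the 6 fits that leave out 1 library).

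Other lists gave few calls. Of 11 genes of toxin and antitoxin systems 1 rose and 1 fell, also over the list alone; the latter, GDI_3023, is in the list only because the letters of its product name match (camera adjusted p = 0.904, and 0.909 with an estimated correlation). edgeR called 0 of 18 integrase and resolvase genes, with 4 at an unadjusted p under 0.05 and 1 lower over the list alone, the integrase gene GDI_2251 (log2 fold change -0.44, standard error 0.12, edgeR adjusted p = 0.0755). It called 0 of 8 genes of PQQ and its dehydrogenases, with 1 at an unadjusted p under 0.05, the gene GDI_1271 of the PQQ precursor, which was called lower without 37 µM replicate 3 (edgeR adjusted p = 0.0190, and 0.392 to 0.681 with another library left out). It also called 0 of 14 hopanoid and isoprenoid genes (4 at an unadjusted p under 0.05), 0 of 21 tRNA ligase genes (2), 0 of 13 genes of cytochrome c and heme (2), 0 of 13 of exopolysaccharide (1), 0 of 17 of CRISPR-Cas (1) and 0 of 7 of cobalamin synthesis (0). In these lists, and for integrases and PQQ, limma-voom and DESeq2 called 0, and apart from GDI_2251 0 passed over the list alone. Camera adjusted p ran from 0.380 (cobalamin synthesis) to 0.904. Of 78 plasmid genes 2 were tested and 0 called by edgeR, limma-voom or DESeq2, with 0 at an unadjusted p under 0.05, and of 5 phage genes 0 were tested.

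More genes lie lower than higher with iron in the authors' deposited table, 228 against 95. The edgeR fit has 202 against 184 at the same thresholds. That balance turned round with DESeq2 (97 against 102), without 0 µM replicate 3 (138 against 142) and without 37 µM replicate 3 (168 against 175). It also turned round with the replicate number as a block and a gene length correction (167 against 241), but not with the block alone (216 against 184). With RPKM rescaled by TMM factors the authors' rule gives 169 lower of 305, 55.4%. TMM factors bring most fold changes near 0 by design. This test therefore cannot tell scaling by the library total from a broad fall with iron, and such scaling stays open. An abundance-dependent shift stays open: a correction left 52.3% of genes lower in edgeR, but the share was 52.3% before it, so it could not test the deposited table; the less abundant 1850 genes held 6.05% to 6.31% of reads at 0 µM and 5.36% to 5.81% at 37 µM, and log2 fold changes had a rank correlation of 0.192 with abundance. Among the 138 genes of at least 50 reads 87 were lower and 51 higher, so the excess was not confined to genes of few reads. How far genes of few reads add to it stays open. The share lower among the 138 was 63.0%, with an interval of 54.4% to 71.1% that includes the bound of 60% set for this test. This interval treats genes as independent. A response of the cells to iron was not tested apart from these.

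The central carbon genes were higher with iron as a list by camera with the preset correlation. The call is lost with an estimated correlation (0.436) and without 37 µM replicate 2 (0.0801), over a range of 4.5e-06 to 0.0801 with the preset one. The tables argue against an abundance-dependent shift as the whole cause, since the mean of the list lay at percentile 99.97 of 10000 random lists matched on abundance. Whether a few abundant genes take the counts stays open: without the 20 most abundant genes the camera adjusted p was 0.00394, but new scaling factors move the genes of a library alike, and camera compares genes. A response of these genes to iron stays open too.

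Of the genes past the thresholds in the authors' deposited table 70 have a fold of at least 2 either way, 37 of them with under 10 reads per library. In 100 simulations with counting error and no effect, 19 to 46 genes under 10 reads passed the thresholds at any fold, 31.8 on average, and 0 simulations reached the 50 observed. The simulations leave out the spread between cultures and count all genes of few reads, not the 37, so counting error stays open as a source of these folds.

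The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split called 39 genes and the highest other 0, gave 386 and 168 genes at the paper's thresholds and 323 and 156 by the authors' rule, with 1 split as large in each, the real one. For lists called by camera the real split gave 1 and the highest other 1, so 2 splits were as large.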
